# RSK2 Is a Modulator of Craniofacial Development

**DOI:** 10.1371/journal.pone.0084343

**Published:** 2014-01-08

**Authors:** Virginie Laugel-Haushalter, Marie Paschaki, Pauline Marangoni, Coralie Pilgram, Arnaud Langer, Thibaut Kuntz, Julie Demassue, Supawich Morkmued, Philippe Choquet, André Constantinesco, Fabien Bornert, Matthieu Schmittbuhl, Solange Pannetier, Laurent Viriot, André Hanauer, Pascal Dollé, Agnès Bloch-Zupan

## Abstract

**Background:**

The *RSK2* gene is responsible for Coffin-Lowry syndrome, an X-linked dominant genetic disorder causing mental retardation, skeletal growth delays, with craniofacial and digital abnormalities typically associated with this syndrome. Craniofacial and dental anomalies encountered in this rare disease have been poorly characterized.

**Methodology/Principal Findings:**

We examined, using X-Ray microtomographic analysis, the variable craniofacial dysmorphism and dental anomalies present in *Rsk2* knockout mice, a model of Coffin-Lowry syndrome, as well as in triple *Rsk1,2,3* knockout mutants. We report *Rsk* mutation produces surpernumerary teeth midline/mesial to the first molar. This highly penetrant phenotype recapitulates more ancestral tooth structures lost with evolution. Most likely this leads to a reduction of the maxillary diastema. Abnormalities of molar shape were generally restricted to the mesial part of both upper and lower first molars (M1). Expression analysis of the four *Rsk* genes (*Rsk1*, *2*, *3* and *4*) was performed at various stages of odontogenesis in wild-type (WT) mice. *Rsk2* is expressed in the mesenchymal, neural crest-derived compartment, correlating with proliferative areas of the developing teeth. This is consistent with RSK2 functioning in cell cycle control and growth regulation, functions potentially responsible for severe dental phenotypes. To uncover molecular pathways involved in the etiology of these defects, we performed a comparative transcriptomic (DNA microarray) analysis of mandibular wild-type versus *Rsk2-/Y* molars. We further demonstrated a misregulation of several critical genes, using a *Rsk2* shRNA knock-down strategy in molar tooth germs cultured *in vitro*.

**Conclusions:**

This study reveals RSK2 regulates craniofacial development including tooth development and patterning via novel transcriptional targets.

## Introduction

The ribosomal S6 family of serine/threonine kinases is composed of 4 highly related members in mammals: RSK1 (human chromosome 3), RSK2 (*RPS6KA3*, Xp22.2-p22.1), RSK3 (chromosome 6) and RSK4 (Xq21), which are 75% homologous and are implicated in several important cellular events including proliferation, differentiation, cellular stress response and apoptosis. Mutations in *RSK2* cause X-linked Coffin-Lowry syndrome (OMIM #303600) characterized by psychomotor and growth retardation, with typical facial and digital abnormalities and progressive skeletal malformations like delayed bone development, spinal kyphosis/scoliosis, and sternum/rib protrusins (pectus carinatum) or depression (excavatum) [1], [2], [3]. Orodental findings include a high narrow palate, a midline lingual furrow, malocclusion, hypodontia, and peg shaped incisors (Fig. 1). Premature loss of the primary dentition was also observed, and wide spaced teeth and large medial incisors were reported [1], [4], [5].

**Figure 1:**
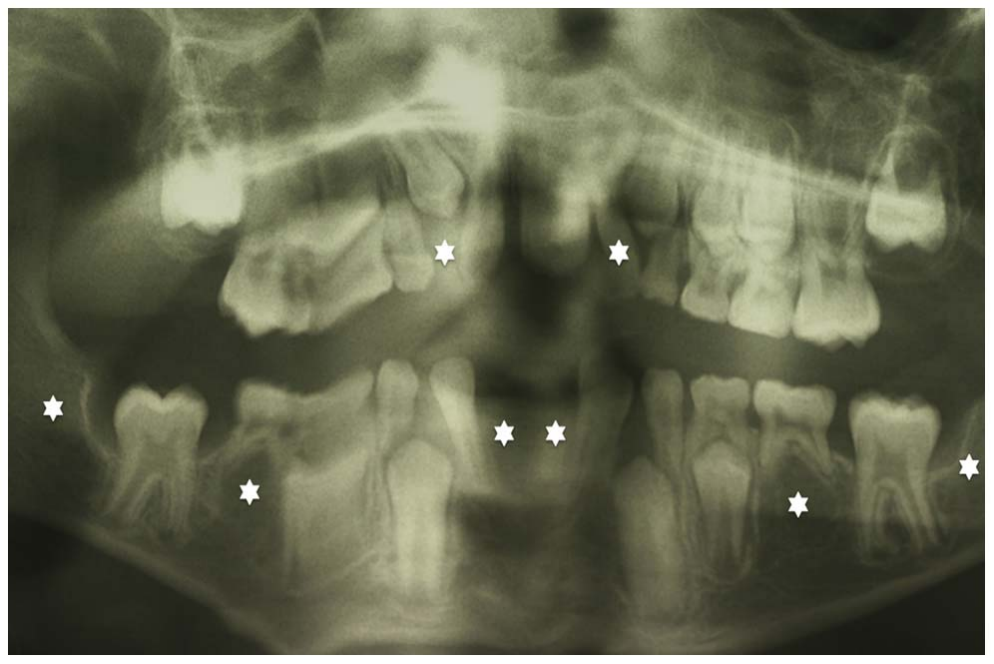
Dental anomalies encountered in Coffin-Lowry syndrome. This panoramic radiograph shows oligodontia (more than six permanent missing teeth (white stars: 12, 22, 41, 31, 45, 35, 47, 37). The deformations observed on this panoramic radiograph are linked to movements during the X-Ray acquisition process and difficulties for handicapped patient to remain still during the procedure.

RSKs are Ser/Thr protein kinases that act at the distal end of the Mitogen-Activated Protein Kinase/Extracellular signal-Regulated Kinase (MAPK/ERK) signalling pathway. The various RSK proteins are widely expressed, with many cell types expressing several members. RSKs are directly phosphorylated and activated by ERK1/2 in response to several growth factors [6]. In the cytosol, RSK proteins have been shown to phosphorylate substrates including GSK3, L1CAM, the Ras GEF-Sos, IkB, the p34cdc2-inhibitory kinase Myt1, the translation factors eEF2 and eIF4B, and the pro-apoptotic protein BAD [7], [8]. Moreover, upon activation a fraction of the cytosolic RSKs translocate to the nucleus where they are thought to regulate gene expression through phosphorylation of transcription factors such as CREB1, ERa, Nurr77 and SRF, as well as histones [7]. The contribution of each RSK family member to the *in vivo* activation of most of these substrates is currently not well defined.

RSK orthologues have been identified in mouse, rat, chicken, Xenopus and Drosophila [9]. *Rsk2* knockout mice display spatial learning and memory impairment [10] and develop a progressive osteopenia due to impaired osteoblast function [11]. Lack of phosphorylation of the transcription factor ATF4 is responsible for the skeletal abnormalities in *Rsk2* knockout mice [10]. Murine *Rsk2* is highly expressed during somitogenesis, suggesting skeletal and muscle growth and/or patterning roles, potentially leading to the numerous skeletal abnormalities encountered in the human syndrome [12]. It is interesting to note that *Rsk2* shows specific developmental patterns of expression in the maxillary and the mandibular components of the first branchial arch [12], and that craniofacial and dental anomalies are present in the clinical synopsis of Coffin-Lowry syndrome.

The mouse dentition is a powerful and useful model to study the mechanisms leading to human dental anomalies, despite some intrinsic differences. The mouse has a monophyodont dentition that encompasses only four permanently growing incisors and 12 molars separated by a diastema [13]. Most mutant mouse models for human syndromic and non-syndromic genetic disorders displaying dental defects mimicking human pathologic phenotypes [14], although some discrepancies have been reported [15]. In this study, we describe the craniofacial and orodental phenotype of *Rsk2-/Y* knockout mice, as well as triple *Rsk1,2,3-/-* mutants. By employing several additional approaches (expression analysis by *in situ* hybridization, comparative transcriptomic analysis, shRNA knock-down in tooth germ explants) we establish RSK2 regulates defined processes in odontogenesis and craniofacial growth.

## Results

### *Rsk2-/Y* craniofacial phenotype

The craniofacial phenotype was assessed by X-Ray microtomographic imaging and analyzed through euclidean distances measurement and comparison. This phenotype was variable, ranging from normality (mutant mice 702, 731) to obvious craniofacial dysmorphology (mutant mice 150, 700) (Fig. 2). Some mutant mice show an intermediate phenotype, with skulls smaller in length but not in width.

**Figure 2:**
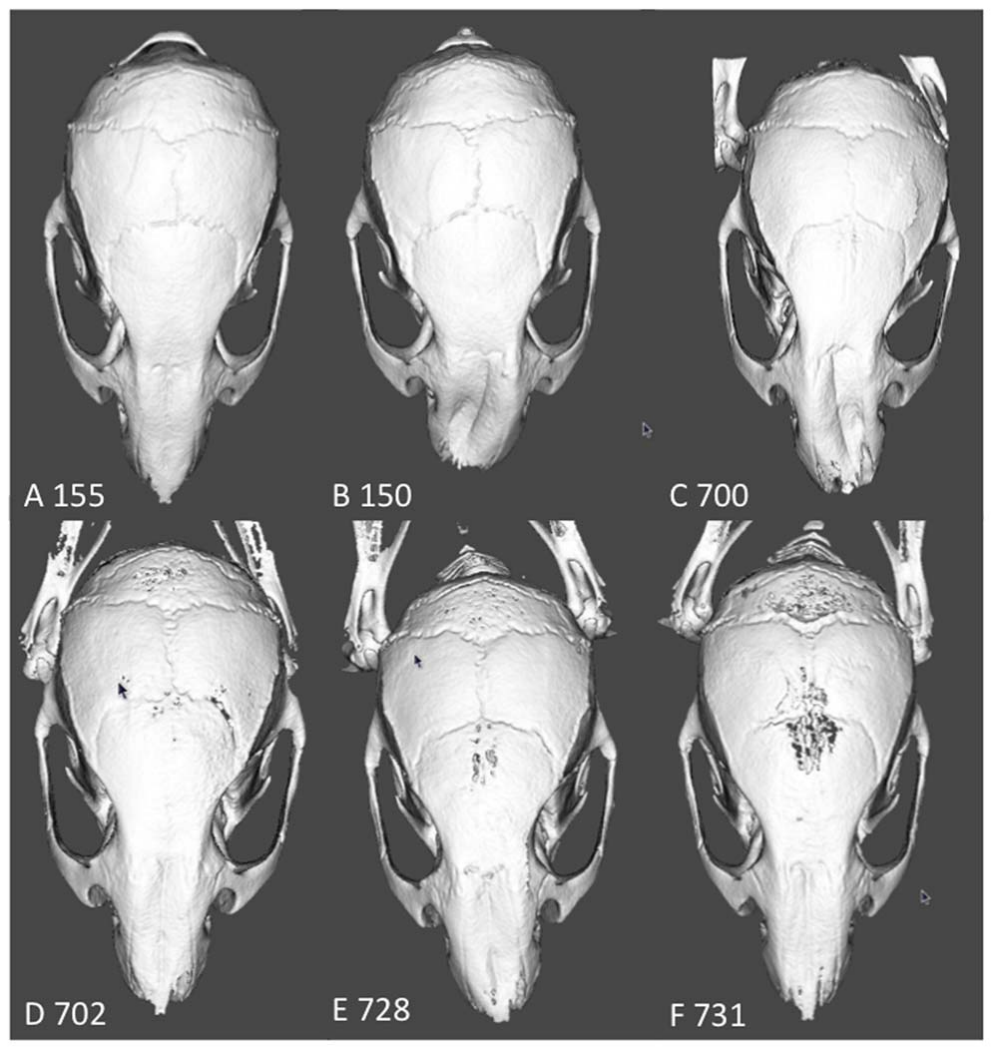
Craniofacial phenotype of *Rsk2-/Y* mice assessed by X-Ray microtomography. The craniofacial phenotype is highly variable, ranging from an almost normal-shaped cranium (mutant 155), although smaller in length, to a very dysmorphic appearance with a lateral nasal deviation. For mutant identification see Table 1.

An overall skull length reduction from the nasal to the occipital bone was a collective measure of the sum defects in the nasal, frontal, parietal, interparietal/occipital bones. The frontal bone always exhibited the greatest reductions in length of all skull bones. The interparietal/occipital bones were the least affected (distances 1–4, 1–5, 2–3, 2–4, 2–5 being more reduced than 1–2 or 1–3: see Table 1; measurements were performed according to anatomical landmarks detailed in Fig. S1). A nasal deviation was observed in some mutant mice (Fig. 2B,C,E; Table 1). Craniofacial microtomographic analysis of *Rsk1,2,3-/-* mice was not performed, due to rare availability of these triple mutants. Analysis thus focused on *Rsk2-/Y* mice, a defined genetic model of human Coffin-Lowry syndrome.

**Table 1:** Distances between skull landmarks on wild-type and *Rsk2-/Y* mutant mice.

Distances	Mean WT	STD WT	Mean *Rsk2* mutants	STD *Rsk2* mutants	p-value	
**Between 1 and 2**	**7.10**	**0.59**	**6.84**	**0.35**	**0.03**	
**Between 1 and 3**	**15.05**	**0.46**	**13.92**	**0.59**	**0.01**	
**Between 1 and 4**	**18.59**	**0.41**	**17.24**	**0.57**	**0.005**	
**Between 1 and 5**	**21.87**	**0.49**	**20.48**	**0.48**	**0.005**	
**Between 2 and 3**	**8.07**	**0.45**	**7.25**	**0.47**	**0.005**	
**Between 2 and 4**	**11.72**	**0.38**	**10.69**	**0.45**	**0.005**	
**Between 2 and 5**	**15.21**	**0.35**	**14.13**	**0.31**	**0.005**	
Between L and R 6	12.08	0.17	12.16	0.13	0.47	
Between L and R 7	6.42	0.21	6.45	0.27	0.68	
Between L and R 8	4.77	0.11	4.79	0.73	0.22	
Between L and R 9	6.27	0.25	6.13	0.12	0.06	
Between L and R 10	0.74	0.06	0.71	0.08	0.47	
Between L and R 11	1.05	0.05	1.13	0.11	0.29	
Between L and R 12	10.08	0.37	10.22	0.28	0.29	
Between L and R 15	4.53	0.19	4.72	0.51	0.37	
Between L and R 16	2.29	0.22	2.23	0.23	0.57	
**Between 1 and 6R**	**15.24**	**0.34**	**14.39**	**0.52**	**0.008**	
**Between 1 and 6L**	**15.20**	**0.32**	**14.47**	**0.31**	**0.008**	
**Between 1 and 7R**	**7.92**	**0.28**	**7.18**	**0.58**	**0.008**	
**Between 1 and 7L**	**7.89**	**0.22**	**7.24**	**0.34**	**0.005**	
Between 1 and 8R	6.90	0.24	6.29	0.46	0.88	
Between 1 and 8L	6.90	0.25	6.35	0.29	0.68	
**Between 1 and 9R**	**20.65**	**0.47**	**19.55**	**0.46**	**0.008**	
**Between 1 and 9L**	**20.62**	**0.48**	**19.56**	**0.32**	**0.008**	

In bold are distances significantly different between wild- type (WT) and mutants (all these distances were shorter in mutants). Anatomical landmarks are explained in Fig. S1 (supplementary information). All distances are in millimeters. STD: standard deviation; L: left; R: right.

### *Rsk2-/Y* and *Rsk1,2,3-/-* dental phenotype

#### Phenotype of molar tooth rows

We analyzed 15 *Rsk2-/Y* mice and 9 *Rsk1,2,3-/-* mutant mice (see Table 2 and Fig. 3). Supernumerary teeth (ST) occurred in all specimens except for two *Rsk2-/Y* mice (702, 731). ST were aligned with the molar tooth row and located just in front and at the contact of the first molars (M1). The phenotype penetrance was higher in the upper dentition (65% in *Rsk2-/Y* mice, 83% in *Rsk1,2,3-/-* mice) than in the lower dentition (31% and 11%, respectively). Shape and size of the supernumerary teeth were variable and ranged from a monocuspid tooth to a well-shaped molar-like tooth. ST were always smaller in size than the adjacent first molars, and they were sometimes, especially in the *Rsk1,2,3-/-* upper rows, as big as the M2. Inactivation of *Rsk2* alone was sufficient to generate the phenotype. When a ST was present, the mesial part of the first molar displayed altered crown morphology (Fig. 3). Even when the phenotype looked almost normal, a significant reduction in M1-M3 length was observed (Table 3). When ST occurred, the length mean value was always reduced for both M1 and M2 (Table 3). ST were always longer than M3. Molar width remained stable for M1, but was reduced for M2 and M3, except when only 3 molars were present in the mandible (Table 4). Shape abnormalities mainly occurred in mesial parts of the first lower (M1) and first upper (M1) molars in *Rsk2-/Y* mice. In upper M1, the central cusp of the mesial crest tended to be reduced, and the crest itself was more flattened (see red dotted circles in Fig. 3). Accordingly the mesial crest of the lower M1 also had an abnormal shape, because this crest tended to be strongly reduced when a ST occurred (see yellow dotted circles in Fig. 3). In triple mutants without ST (e.g. 789), the lower M1 displayed a mesial crest with vestibular cusp bigger than in WT.

**Figure 3:**
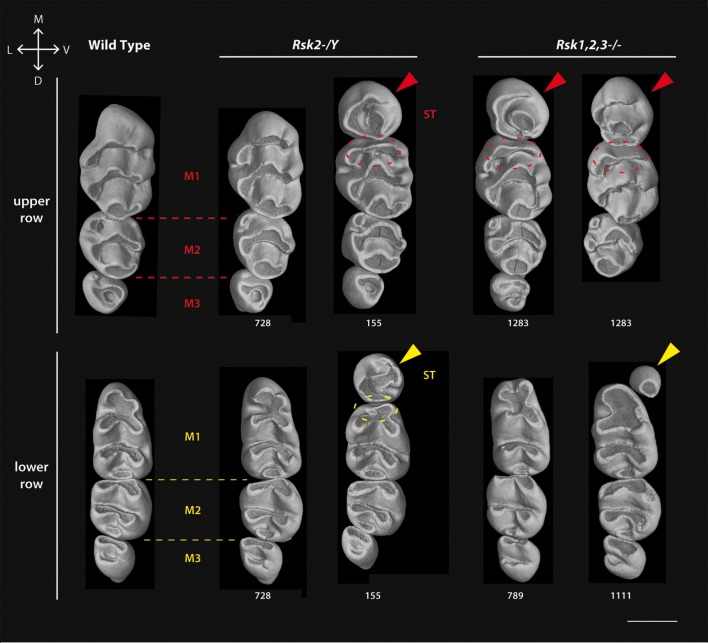
Variation of molar shape, size and number in *Rsk2-/Y* and *Rsk1,2,3-/-* mice analyzed by X-Ray microtomography. All molar rows are oriented in the same manner (top corresponds to mesial and left to lingual side). At the left are wild-type molars, other rows are mutants as indicated. Arrowheads point to the supernumerary teeth ST; dotted ellipses show the reduction of the mesial-most affected cusp. Scale bar: 0.7 µm.

**Table 2:** Presence (+) of a supernumerary tooth (mesial to the first molar) in *Rsk* mutant mice.

Mouse	Genotype	Upper Right	Upper Left	Lower Right	Lower Left
11	*Rsk2-/Y*	+ (4)	+ (4)	+ (4)	N
25	*Rsk2-/Y*	+ (4)	+ (4)	N	+ (4)
37	*Rsk2-/Y*	+ (4)	+ (4)	+ (4)	N
39	*Rsk2-/Y*	+ (4)	+ (4)	N	N
46	*Rsk2-/Y*	+ (4)	N	N	N
61	*Rsk2-/Y*	+ (4)	+ (4)	N	N
62	*Rsk2-/Y*	N	+ (4)	N	N
150	*Rsk2-/Y*	+ (4)	+ (4)	+ (4)	+ (4)
155	*Rsk2-/Y*	+ (4)	+ (4)	+ (4)	+ (4)
184	*Rsk2-/Y*	+ (4)	+ (4)	+ (4)	+ (4)
185	*Rsk2-/Y*	+ (4)	+ (4)	N	N
700	*Rsk2-/Y*	N	N	N	+ (4)
702	*Rsk2-/Y*	N	N	N	N
728	*Rsk2-/Y*	+ (4)	N	N	N
731	*Rsk2-/Y*	N	N	N	N
789	*Rsk1,2,3-/-*	+ (4)	+ (4)	N	N
793	*Rsk1,2,3-/-*	+ (4)	N	N	N
860	*Rsk1,2,3-/-*	+ (4)	N	+ (4)	N
883	*Rsk1,2,3-/-*	+ (4)	+ (3)	N	N
1105	*Rsk1,2,3-/-*	+ (4)	N	N	N
1111	*Rsk1,2,3-/-*	+ (3)	+ (3)	+ (4)	N
1283	*Rsk1,2,3-/-*	+ (3)	+ (4)	N	N
1139	*Rsk1,2,3-/-*	+ (3)	+ (4)	N	N
1159	*Rsk1,2,3-/-*	+ (4)	+ (3)	N	N

N: normal pattern of 3 molars M1, M2, M3. (3) means the presence of only 3 molars but the size of the second one is bigger (most probably there is a supernumerary tooth ST in front of M1, and M3 is missing).

**Table 3:** Comparison of each molar length, of the total molar field length, and the total length of M1+ M2, between wild-type (WT) mice and *RSk2-/Y* mutant mice with 3 or 4 molars.

	Mandibular molars WT	Mandibular molars Mutant 3M	Mandibular molars Mutant 4M	Maxillary molars WT	Maxillary molars Mutant 3M	Maxillary molars Mutant 4M
Mean ST			0.60			0.74
STD			0.01			0.02
Mean M1	1.44	1.37	1.14	1.56	1.38	1.14
STD	0.03	0.11	0.05	0.07	0.10	0.09
p-value		0.23	0.0004		0.01	0.001
Mean M2	0.89	0.85	0.79	0.92	0.85	0.82
STD	0.03	0.02	0.03	0.02	0.04	0.05
p-value		0.003	0.004		0.02	0.01
Mean M3	0.59	0.53	0.49	0.60	0.63	0.63
STD	0.02	0.03	0.04	0.03	0.03	0.05
p-value		0.0002	0.0004		0.96	0.15
Total	2.93	2.75	2.88	3.08	2.85	3.31
STD	0.04	0.15	0.28	0.10	0.13	0.06
p-value		0.0008	0.36		0.01	0.001
M1+ M2	2.33	2.10	2.15	2.48	2.30	1.96
STD	0.04	0.16	0.21	0.08	0.14	0.13
p-value		0.03	0.004		0.002	0.001

M1 size is reduced in mutants with 4 molars both in mandible and maxilla, but only in the maxilla of mutants showing 3 molars. M2 is reduced both in maxilla and mandible whatever the molar mutant phenotype. M3 mesiodistal dimension is reduced only in the mandible, irrespective of the presence of 3 or 4 molars. The total size of the molar field is reduced in the mandible and maxilla in mutant with 3 molars. The total size of the molar field is significantly increased in the maxilla in mutants with 4 molars. The total size of M1+M2 was always reduced when compared to the wild type value. All distances are in millimeters. Significant p-values are shown in bold.

M1 : molar 1; M2 : molar 2; M3 : molar 3; ST : supplementary tooth in front of M1; STD : standard deviation; Mutant 3M : mutant with 3 molars; Mutant 4M : mutant with 4 molars; Total : total length of all molars in the molar field.

**Table 4:** Comparison of each molar width (vestibulolingual dimension) between wild-type and *Rsk2-/Y* mutant mice with 3 or 4 molars.

	Mandibular molars WT	Mandibular molars Mutants 3M	Mandibular molars Mutants 4M	Maxillary molars WT	Maxillary molars Mutants 3M	Maxillary molars Mutants 4M
Mean ST			0.59			0.76
STD			0.09			0.04
Mean M1	0.79	0.77	0.82	1.04	1.01	1.06
STD	0.02	0.04	0.03	0.05	0.05	0.02
p-value		0.19	0.12		0.19	0.56
Mean M2	0.85	0.85	0.81	0.90	0.86	0.86
STD	0.02	0.02	0.03	0.02	0.05	0.03
p-value		0.89	**0.02**		**0.03**	**0.02**
Mean M3	0.60	0.57	0.58	0.61	0.58	0.54
STD	0.02	0.02	0.05	0.03	0.02	0.04
p-value		**0.006**	0.06		**0.02**	**0.01**

In mutants the width of M1 was not modified. The width of the maxillary M2 and M3 was reduced. In the mandible the width of M2 was lower only when 4 molars were present, and the width of M3 was lower only in mutants with 3 molars (all distances in millimeters; significant p-values in bold).

M1 : molar 1; M2 : molar 2; M3 : molar 3; ST : supplementary tooth in front of M1; STD : standard deviation; Mutant 3M : mutant with 3 molars; Mutant 4M : mutant with 4 molars.

The length of the molar row was significantly reduced in both the lower and upper jaws when no ST was present. When a ST occurred, the length of the molar row was almost normal in the mandible, but was significantly higher in the maxilla when compared to WT (Table 3). Some *Rsk1,2,3-/-* mouse specimens displayed 3 upper postcanine teeth, as in the WT, but the dental row encompassed maxillary ST-M1-M2, and lacked the M3. Consequently, the second tooth (M1) was bigger than neighbouring teeth ST and M2 (Fig. 3, specimen 1283).

#### Incisor phenotype

No statistically significant differences were revealed between right and left incisors in both groups (p>0.05). As a consequence, results from right and left incisors were merged (Table 5). No statistical difference was observed between WT and *Rsk2-/Y* (p>0.05). No obvious incisor anomaly was detected. Analysis of the incisor phenotype in *Rsk1,2,3-/-* mice was not performed due to a reduced number of available animals, visual inspection however did not revealed any incisor dental defects. The existence of incisor anomalies in R*sk1,2,3-/-* cannot be ruled out.

**Table 5:** Morphological analysis of mandibular incisors in WT and *Rsk2-/Y* mice.

		Li (mm)	hi (mm)	Hi (mm)	li (mm)	ti (mm)	lpa (mm^2^)
WT	Mean	11.33	1.11	2.96	9.38	0.65	10.36
	STD	2.34	0.07	0.20	1.56	0.02	1.07
*Rsk2-/Y*	Mean	11.29	1.14	2.97	9.05	0.65	10.18
	STD	1.66	0.05	0.21	1.65	0.03	1.33

No statistically significant differences were revealed between right and left incisors in both groups (p>0.05). As a consequence, results from right and left incisors were merged. No statistical difference was observed between WT and *Rsk2-/Y* (p>0.05).

(Li) length of the longest and external bow, (hi) height of median part of the incisor, (Hi) total height of the incisor, (li) horizontal length of the incisor joining the tip to the distal extremity of the root, (lpa) projected area in lateral view of the incisor, (ti) thickness the median part of the incisor. For more explanations on the measured distances, see Figure S3. STD : standard deviation.

#### Abnormal molar root development in *Rsk2-/Y* mice

Both the number and shape of molar roots also reflect the tooth identity. In WT mice the mandibular molars M1 and M2 have 2 roots, whereas M3 has only one root. The maxillary molars M1 and M2 have 3 roots. Variations in the root number of M3 occur both within and among various WT strains. The upper M3 molar usually has 2 or 3 roots, although sometimes it has only 1 root. Thus, the total number of molar roots is 5 per hemi-mandible, whereas it can vary from 7 to 9 per hemi-maxillary. In *Rsk2-/Y* mice, hemi-mandibles harbouring a ST had a total root number of 6, with the ST always having a single root. In the maxillary quadrant, the total root number varied from 8 to 9 when a ST was present. ST could have 1 or 2 roots, M1 had 2 roots, but the M2 root number remained stable with 3 roots (Table S1 in File S1). The presence of maxillary M1 with only 2 roots probably correlates with the occurrence of ST, often associated to a compression and a reduction of the mesial part of M1.

#### *Rsk2-/Y* and the diastema

The maxillary diastema was significantly reduced in *Rsk2-/Y* mice harbouring ST (Table 6). This was not the case for the mandibulary diastema, whatever the number of teeth.

**Table 6:** Upper and lower diastema size in wild-type and *RSk2-/Y* mutant mice with 3 or 4 molars.

	Mean size (mm)	STD	p-value
Mandibular diastema Wild-type	2.99	0.09	
Mandibular diastema Mutants with 3 molars	2.83	0.21	0.22
Mandibular diastema Mutants with 4 molars	2.71	0.1	0.26
Maxillary diastema Wild-type	5.45	0.18	
Maxillary diastema Mutants with 3 molars	5.33	0.21	0.49
**Maxillary diastema Mutants with 4 molars**	**5.01**	**0.21**	**0.0019**

Only the upper (maxillary) diastema from mutants with 4 molars was significantly smaller compared to wild-type (bold). STD : standard deviation.

### Expression patterns of *Rsk* genes during mouse odontogenesis

To investigate whether the dental anomalies observed in the *Rsk*-deficient mice may correlate with distinct patterns of expression of *Rsk* genes during odontogenesis, we performed an *in situ* hybridization analysis of *Rsk1*, *Rsk2*, *Rsk3* and *Rsk4* mRNA transcripts at various stages of tooth development. All four genes were found to be expressed in specific areas of the tooth anlagen, as illustrated in Fig. 4 for the developing first molars, and Fig. 5 for the mandibular incisors. Their expression features are summarized in Table 7.

**Figure 4:**
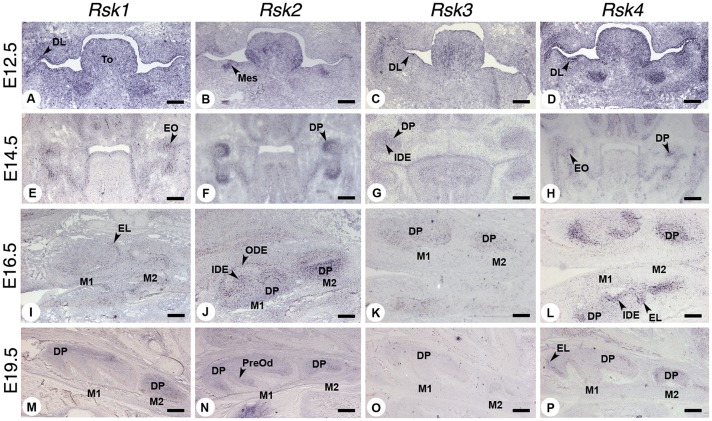
Expression patterns of *Rsk* genes during mouse molar odontogenesis at E12.5 (dental lamina), E14.5 (cap), E16.5 (bell) and E19.5 (late bell) stages, analyzed by *in situ* hybridization. Abbreviations: DL dental lamina, DP dental papilla, EL epithelial loop, EO enamel organ, IDE inner dental epithelium, M1 first molar, M2 second molar, Mes ectomesenchyme, ODE outer dental epithelium, PreOd preodontoblasts, To tongue. Scale bars 140 µm (A,B,C,D,I,J,K and L) and 250 µm (E,F,G,H,M,N,O and P).

**Figure 5:**
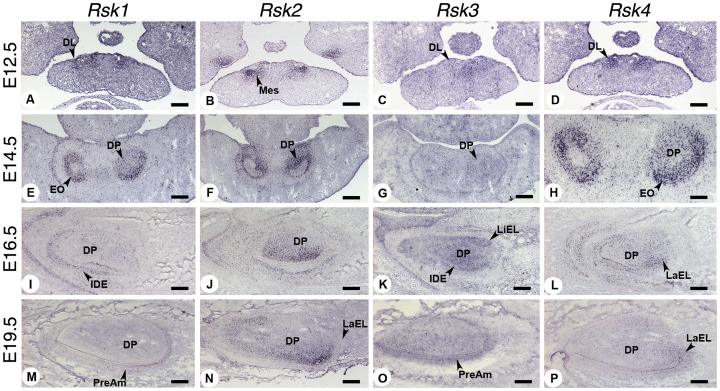
Expression patterns of *Rsk* genes during incisor odontogenesis at E12.5 (dental lamina), E14.5 (cap), E16.5 (bell) and E19.5 (late bell) stages analyzed by *in situ* hybridization. Abbreviations: DL dental lamina, DP dental papilla, EL epithelial loop, EO enamel organ, IDE inner dental epithelium, LaEL labial epithelial loop, LiEL lingual epithelial loop, Mes ectomesenchyme, PreAm preameloblasts. Scale bars 140 µm (A,B and C), 200 µm (D,E, F,G,I, J, K and L), 250 µm (M,N,O and P) and 50 µm (H).

**Table 7:** *Rsks* expression patterns during odontogenesis.

	*Rsk1*				*Rsk2*				*Rsk3*				*Rsk4*			
	Inc	M1	M2	M3	Inc	M1	M2	M3	Inc	M1	M2	M3	Inc	M1	M2	M3
**E12.5**																
Oral epithelium	+	+											+	**+**		
Dental lamina	+	+							+ faint	+			+	**+**		
Mesenchyme					+	+				+			+			
**E14.5**																
Enamel organ	+	+											+	**+**		
IDE	+					+				+			+			
Enamel knot																
Dental Papilla	+ π faint				+	+			+	+			+	**+**		
Dental sac					+											
**E16.5**																
ODE	+					+	+									
IDE	+	+	+				+		+				+	**+**	**+**	
Epithelial loop	+	+	+						+				+	**+**	**+**	
Dental Papilla	+ lab				+ lab	+	+		+ π	+	+		+	**+**	**+**	
**E19.5**																
ODE																
SR																
SI																
IDE									+				+	**+**	**+**	
PreAm	+								+							
Am																
Epithelial loop	+	+							+				+ lab	**+**	**+**	
Od																
PreOd						+										
Dental papilla	+	+	+		+ lab	+	+		+	+	+		+ lab	**+**	**+**	
Dental sac					+											

+ : positive signal; lab: labial; π posterior area

IDE: inner dental epithelium; ODE: outer dental epithelium; SR: stellate reticulum; SI: stratum intermedium; PreAm: preameloblasts; Am: ameloblasts; Od: odontoblasts, PreOd: Preodontoblats

*Rsk2* transcripts were mainly localized in the mesenchymal compartment or dental papilla from E12.5 (dental lamina stage) to E19.5 (late bell stage). At E16.5 (bell stage), the transcripts were scattered in the area facing the epithelial loops or at the base of the cusps; the second molar dental mesenchyme was uniformly labelled. In the incisors the transcripts were also located in the mesenchyme, and the signal was more intense in the labial area and posterior area.

The expression of *Rsk1* and *Rsk4* was mainly epithelial, marking the inner dental epithelium and especially the epithelial loop areas. A faint signal was also observed for *Rsk4* in the posterior mesenchymal area facing the epithelial loops especially the labial loop for incisors (E16.5 and 19.5).

*Rsk3* transcripts were mainly visible in the dental papilla at E14.5 (cap stage), E16.5 (bell stage) and E19.5 (Figs. 4, 5 and Table 7). At E19.5 the transcripts were concentrated in the cervical part of the papilla for the first molar and had a wider distribution in the second molar mesenchyme.

### *Rsk2-/Y* supernumerary tooth is associated with an extra mesial placode

An extra tooth placode, and subsequent enamel knot labelled with *Sonic hedgehog* (*Shh*) as a marker, was clearly visible at E14.5, mesially to M1 in *Rsk2-/Y* mice when compared to WT littermates (Fig. 6). The presence of this extra placode was seen in nearly 30% of the analysed embryo and was not always simultaneously present on right and left sides of the jaw. During WT development the three molars (M1, M2 and M3) are forming from a unique molar placode. The presence of an additional dental placode mesially to the M1 placode likely corresponds to the primordium of ST developing in *Rsk2-/Y* mutants.

**Figure 6:**
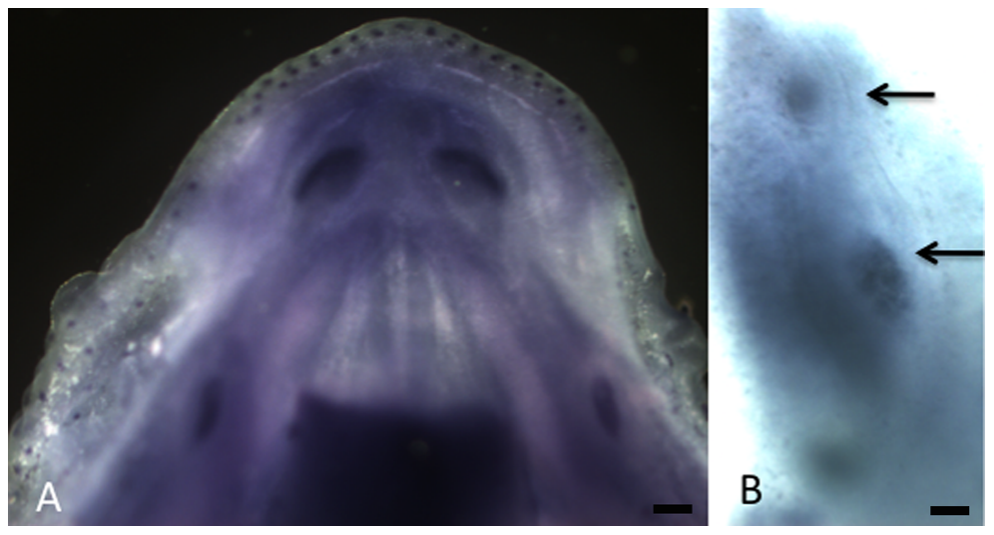
Whole mount in situ hybridization showing the molar and incisor placodes within the mandible at E14.5 in a wild-type mouse (A) and *Rsk2-/Y* mouse (B: detail of the right-side mandible) labelled with a *Shh* riboprobe. Two molar placodes are clearly visible in B (arrows) Scale bars 200 µm (A), 100 µm (B).

### Rsk2-/Y transcriptome analysis

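Each array measured RNA from a pool of mandibular molar germs at E14.5, 8 pools from wild-type (WT) embryos and 8 from *Rsk2-/Y* embryos. *Rps6ka3*, the gene that encodes RSK2 (probe set 10602772), had a signal of 9.61 to 10.2 in the WT samples and of 9.74 to 10.4 in the *Rsk2-/Y* samples. Its means were 9.99 ± 0.23 in WT and 10.1 ± 0.28 in *Rsk2-/Y* (log2, SD, n = 8 each), a log2 fold change of 0.096 (standard error 0.12, adjusted p = 1.00 from limma). The paper gives the *Rsk2* knockout as an excision of exon 2, and the probes of the array are spread over the whole gene, so this signal hardly checks the genotype labels. Of the other RSK genes, *Rps6ka6*, which encodes RSK4, had a log2 fold change of -0.029 and did not pass the test, while *Rps6ka1* and *Rps6ka2* had no probe set of their own and were not analysed here. Of the related MSK genes, *Rps6ka5* was at 0.013, and *Rps6ka4* was not analysed here. The paper used *Rsk2-/Y* males with WT littermate males as controls, and *Xist*, the RNA of the inactive X chromosome, is high in female tissue. *Xist* was 5.57 ± 0.54 in WT and 5.66 ± 0.74 in *Rsk2-/Y* (log2, SD, n = 8), and 1 *Rsk2-/Y* sample, ABH_15A, stood apart from the other 7 samples of its genotype at 7.41. The WT sample AZN_MolairesWT1 was at 6.68 and the other 7 WT samples were at 5.17 to 6.14, so from *Xist* alone some female tissue or a mixed pool was not excluded. The Y-linked genes *Kdm5d*, *Uty* and *Eif2s3y* had log2 fold changes of 0.021, 0.036 and -0.020. In ABH_15A they were at 8.95, 8.85 and 9.00, against *Rsk2-/Y* means of 8.78, 8.75 and 8.82. In AZN_MolairesWT1 they were at 8.85, 8.72 and 8.84, against WT means of 8.75, 8.72 and 8.84. This argues against a large share of female tissue in these samples and leaves a small share open. The values were those that the authors deposited, log2 signals computed per probe set by RMA, which corrects the background, equalises the distribution of values between arrays and summarises the probes of a transcript. Array medians ranged from 6.74 to 6.94, and from 26865 to 27885 of the 35556 probe sets per array were above a signal of 5. The number of arrays limits the precision of each value. The sample names fall into a pair of series, ABH and AZN, each with 4 WT and 4 *Rsk2-/Y* samples, and what the series stand for is not stated in the paper or the labels. Values within each series are therefore given beside those over all 16 samples for part of the genes and lists. For some genes given elsewhere only over all samples, the log2 fold changes of the series differed in sign. *Rps6ka5* was at 0.17 in ABH and -0.14 in AZN, *Ptch1* at -0.30 and 0.019, and *C1qc* at -0.39 and 0.057. The labels give 4 tooth germs per pool and 150 ng of RNA per array, and the paper gives 2 embryos per pool and 300 ng. Differences between genotypes are *Rsk2-/Y* minus WT on the log2 scale, tested with limma over the 19979 probe sets that pair with gene symbols and had a signal above 5 in at least 1 sample. A gene counted as different at the paper's thresholds, a false discovery rate under 0.1 and a fold change above 1.2 or below -1.2.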

We performed a comparative transcriptomic analysis (Affymetrix GeneChips) of wild-type and *Rsk2-/Y* mice, analyzing RNA isolated from dissected E14.5 mandibular molar tooth germs. 

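Samples of both genotypes lay intermixed on each of the first 3 principal components, which held 37.2%, 14.0% and 10.9% of the variance. On the first component the *Rsk2-/Y* samples had a mean score of 1.32 ± 19.1 and the WT samples of -1.32 ± 15.6 (SD, n = 8 each, exact permutation test, two-sided, p = 0.758). On the second, the mean scores were -2.27 ± 11.7 in *Rsk2-/Y* and 2.27 ± 9.05 in WT (n = 8, exact permutation p = 0.399). On the third, they were 3.14 ± 10.0 and -3.14 ± 7.50 (n = 8, exact permutation p = 0.186), and the smallest p of the 3 components adjusted by Benjamini-Hochberg was 0.557. The first component parted the series of the sample names. The 8 AZN samples scored from 4.12 to 28.3 and the 8 ABH samples from -20.6 to -4.28 (exact permutation p = 0.0001554, the smallest that 8 samples against 8 allow). With the mean of each series removed, the genotypes also overlapped, with a smallest adjusted p of 0.503 by the exact permutation test. The *Rsk2-/Y* samples AZN_MolairesMutant3, at 20.4, and ABH_14A, at 16.1, had the highest scores on the third component. On the second component the unnumbered AZN samples of the 2 genotypes stood apart together. AZN_MolairesMutant was at 20.6 and AZN_MolairesWT at 20.1, and the next highest was the WT sample ABH_25A at 4.61. The components were computed from the centred log2 values of the 19979 probe sets tested, which pair with gene symbols and had a signal above 5 in at least 1 sample.

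**Figure D1:**
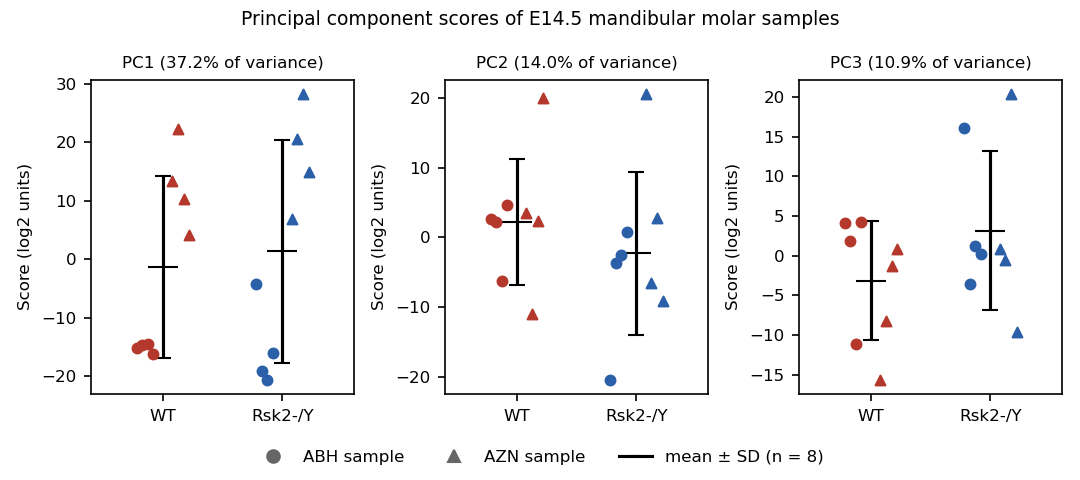
Scores of the 16 samples on the first 3 principal components (log2 units), WT in red and *Rsk2-/Y* in blue, circles for ABH and triangles for AZN samples, with bars for the mean and SD (n = 8). On the first component AZN samples lie from 4.12 to 28.3 and ABH samples from -20.6 to -4.28, and the genotypes overlap on each component.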

By using a principal component analysis (PCA), it was possible to discriminate between the molar samples according to their genotype (wild-type versus *Rsk2-/Y*) (Fig. 7). 504 genes were retrieved as being differentially expressed, with fold changes exceeding ±1.2 and a false discovery rate below 0.1. 

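No gene was higher and none was lower in *Rsk2-/Y* molars than in WT molars at these thresholds (limma). Most markers of some tissues lay on 1 side of 0, though none of these lists passed with an estimated correlation between genes (adjusted p = 0.359 to 0.697) or by fry (adjusted p = 0.603 to 0.700). Of 22 skeletal muscle markers, 21 were above 0, with a median log2 fold change of 0.50. All 18 dental epithelium markers with a probe set were below 0, with a median of -0.19, and 8 of 9 osteoblast markers were above 0, with a median of 0.27. Of 17 genes of enamel knot signalling, 14 were below 0, with a median of -0.10. The smallest adjusted p of a single gene from limma was 0.427, for *Grhl3*, a transcription factor of epithelia, chosen after its values were seen (log2 fold change -0.37, standard error 0.072, unadjusted p = 6.7e-05). Without the WT sample AZN_MolairesWT2, 3 genes were lower, *Grhl3* (-0.42, adjusted p = 0.0648), *Cldn6* (-0.44, adjusted p = 0.0482) and *Tfap2a* (-0.38, adjusted p = 0.0916), and none was higher (limma). At an unadjusted p under 0.05, 171 of 17215 genes were higher and 517 were lower, where 861 would be expected by chance. The methods' t-test also called 0 genes higher and 0 lower, with 165 and 545 at an unadjusted p under 0.05. With the series of the sample names as a block, 1 gene was lower, *Il17re* (log2 fold change -0.31, standard error 0.047, adjusted p = 0.0801), and none was higher, with 320 higher and 878 lower at an unadjusted p under 0.05. In the ABH samples alone, *Mir125b-1* was higher (0.50) and *Cldn6* (-0.47) and *Cd9* (-0.51) were lower (adjusted p = 0.0373 each), with 598 higher and 1536 lower at an unadjusted p under 0.05, and in the AZN samples alone limma called no gene, with 237 higher and 241 lower at an unadjusted p under 0.05. A test of the interaction between genotype and series called no gene (limma, smallest adjusted p = 0.213, with 685 genes higher and 306 lower at an unadjusted p under 0.05). *Il17re* and the genes called in the ABH samples or without AZN_MolairesWT2 were named after their values were seen. Compared with all other genes by camera with a preset correlation, the adjusted p over 30 gene lists was 6.5e-15 for skeletal muscle and 5.1e-08 for dental epithelium (adjusted p = 0.359 with an estimated correlation for each). It was 2.6e-05 for the osteoblast markers (adjusted p = 0.359 with an estimated correlation) and 0.0174 for enamel knot signalling (adjusted p = 0.697 with an estimated correlation). The skeletal muscle median was 0.35 in the ABH samples and 0.62 in the AZN samples, the dental epithelium median -0.19 and -0.20, the osteoblast median 0.099 and 0.38, and the enamel knot median -0.16 and -0.043. Single pools carried part of these differences. In ABH the muscle mean of *Rsk2-/Y* was higher by 0.33, from 8.85 in ABH_14A and 7.15 to 8.03 in the other 3 *Rsk2-/Y* pools, and without ABH_14A it was lower by 0.014. Without AZN_MolairesMutant3, the medians over all samples were 0.32 for skeletal muscle, 0.17 for osteoblasts and -0.13 for dental epithelium, and enamel knot signalling no longer passed (-0.084, adjusted p = 0.177). In AZN the differences in the list mean without that sample were 0.38 for skeletal muscle, 0.13 for osteoblasts, -0.060 for dental epithelium and 0.0018 for enamel knot signalling, against 0.62, 0.32, -0.19 and -0.069 with it. In the AZN samples alone, enamel knot signalling did not pass (adjusted p = 0.303, and 2.5e-05 to 0.303 over 29 alternatives). Adjusted over the list alone, *Krt15* (-0.54) and *Cdh1* (-0.29) of the dental epithelium markers were lower, and no muscle, osteoblast or enamel knot gene was called. With exchanges of labels within the series only, *Krt15* and *Cdh1* had exact permutation adjusted p = 0.0215 and 0.0322 over 79 named genes, and 0.121 each over all arrangements. Both genes were named for the size of their changes in these samples, so this is not independent evidence. *Shh*, a signal of the enamel knot, had a log2 fold change of -0.57 (standard error 0.27) and lay below the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.0775). It was at -0.78 in the ABH samples and -0.35 in the AZN samples, and ran from -0.78 to -0.21 over 31 alternatives.

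**Figure D2:**
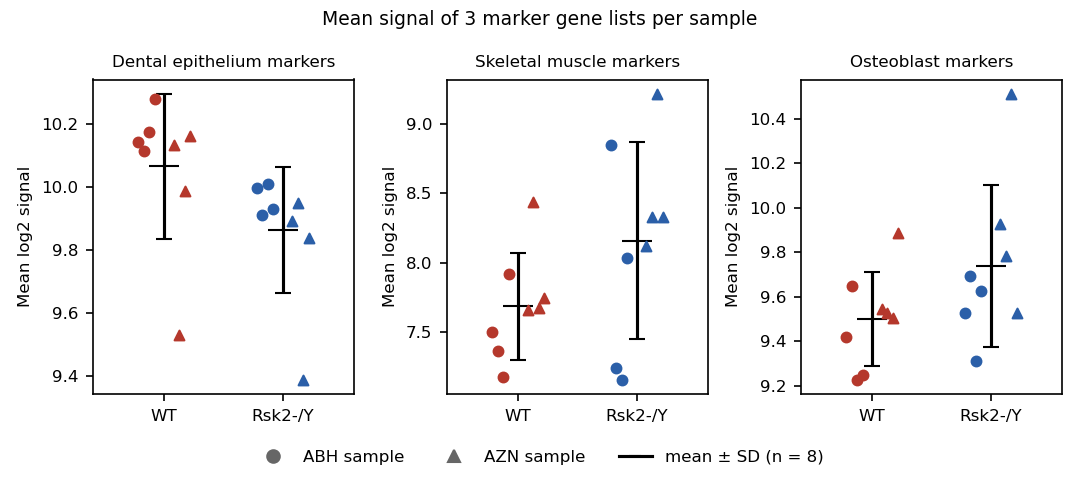
Mean log2 signal of the dental epithelium, skeletal muscle and osteoblast markers in each sample, WT in red and *Rsk2-/Y* in blue, circles for ABH and triangles for AZN samples, with bars for the mean and SD (n = 8). The *Rsk2-/Y* sample AZN_MolairesMutant3 has the lowest epithelium mean, 9.39, and the highest osteoblast mean, 10.5.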

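Of the 10 genes with the highest fold change in *Rsk2-/Y* molars, 8 were skeletal muscle markers of the list used here, and the others were *Actn2*, which encodes an actinin of muscle, and *Lipi*, which encodes a lipase. *Myh3*, which encodes an embryonic myosin heavy chain (probe set 10377018), had the highest, a fold change of 1.86, with a signal of 8.71 ± 0.55 in WT and 9.61 ± 1.01 in *Rsk2-/Y* (log2, SD, n = 8, adjusted p = 1.00 from limma). *Ttn*, *Neb*, *Tnni1*, *Tnnc1*, *Actn2*, *Myl1*, *Myh8*, *Lipi* and *Myh7* followed. *Krt13* (probe set 10391013) had the lowest, a fold change of -1.75, with 8.09 ± 0.81 in WT and 7.28 ± 0.38 in *Rsk2-/Y* (n = 8, adjusted p = 1.00 from limma). *Idi2*, *Cyp2f2*, *Dpt*, *Shh*, *Krt4*, *Crygd*, *Sectm1b* and *Krt15* followed. *Crygd* had means of 4.45 in WT and 3.89 in *Rsk2-/Y*, below a signal of 5. Its log2 fold change was -1.11 in the AZN samples and -0.0034 in the ABH samples, while *Dpt* was at -1.17 in ABH and -0.0052 in AZN. Neither passed the test of the interaction between genotype and series (limma, adjusted p = 0.748 and 0.817). These genes were chosen after their values were seen, and none passed the test. Single samples decided which gene was lowest, *Alb* without ABH_25A, AZN_MolairesMutant1 or AZN_MolairesMutant4 (fold changes of -1.72, -1.79 and -1.96) and *Dpt* without AZN_MolairesMutant3 (-1.82), and *Dpt* and *Crygd* were lowest in ABH (-2.24) and AZN (-2.16) alone. The highest was *Ttn* without AZN_MolairesWT3 (1.83) or with array weights (1.67), and *Phxr4* in ABH alone (1.84). In alternatives chosen after the results were seen it was no muscle gene, *Afp* without both ABH_14A and AZN_MolairesMutant3 (1.70) and *Ttr* with the series as a block and the epithelium and muscle means as covariates (1.64), where *Myh3* was at 0.52 and 0.20 on the log2 scale. The fold change of *Myh3* was 0.58 in the ABH samples and 1.22 in the AZN samples on the log2 scale, and that of *Krt13* was -1.01 and -0.60. Of 17215 genes, 271 had a fold change beyond 1.2 in either direction. In data simulated for these groups, with 200 of 19979 probe sets changed, the same test found 100% of the 66 changed by 2-fold, 88.1% of the 67 changed by 1.5-fold and 26.9% of the 67 changed by 1.2-fold. In the real samples, a probe set of the muscle gene *Trdn* had a fold change of 2.01 (standard error 0.37, log2) and did not pass. A 2-fold change of a gene that varies as much between pools could therefore be missed.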

The fold changes were however rather low, ranking between +2.044 and −1.98, suggesting that rather minimal molecular changes, at the transcriptome level, were taking place. These changes could be also minimized by a heterogeneous sampling for *Rsk2-/Y* molars, with putative phenotypes ranking as previously described between normality and a 3 molars with a supernumerary tooth phenotype; this phenotype was not known at the E14.5 cap stage, when molar germs were pooled for transcriptomic analysis. 

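*Rsk2-/Y* samples were not shown to vary more than WT samples. The distance of a sample to the others of its genotype and series was 27.9 ± 5.29 in *Rsk2-/Y* and 24.5 ± 5.03 in WT (log2 units over the 19979 probe sets tested, SD, n = 8, exact permutation test, two-sided, p = 0.212, and 0.162 with exchanges within the series). The *Rsk2-/Y* mean was higher by 4.24 in the ABH samples and by 2.46 in the AZN samples. The largest distances were those of the *Rsk2-/Y* samples ABH_14A and AZN_MolairesMutant3, each at 34.2, and WT samples ranged from 16.6 to 30.6. Single *Rsk2-/Y* pools also differed in tissue markers, with skeletal muscle means per pool from 7.15 to 9.22, against 7.18 to 8.44 in WT (log2). With distances that ignored the series, the *Rsk2-/Y* mean was higher by 3.91 (permutation p = 0.0842). With 1 minus the Pearson correlation as the distance, the permutation p was 0.233. Distances within a group depend on one another, so these p-values and those above are only a rough guide. From the low fold changes the paper proposes that changes of the transcriptome were minimal, and it proposes that heterogeneous sampling of the *Rsk2-/Y* molars, whose later phenotype was not known at E14.5, may have lessened them.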

The most affected (“top ten”) genes, and a selection of additional genes being up- or down-regulated, are listed in Table 8 and Table 9.

**Figure 7:**
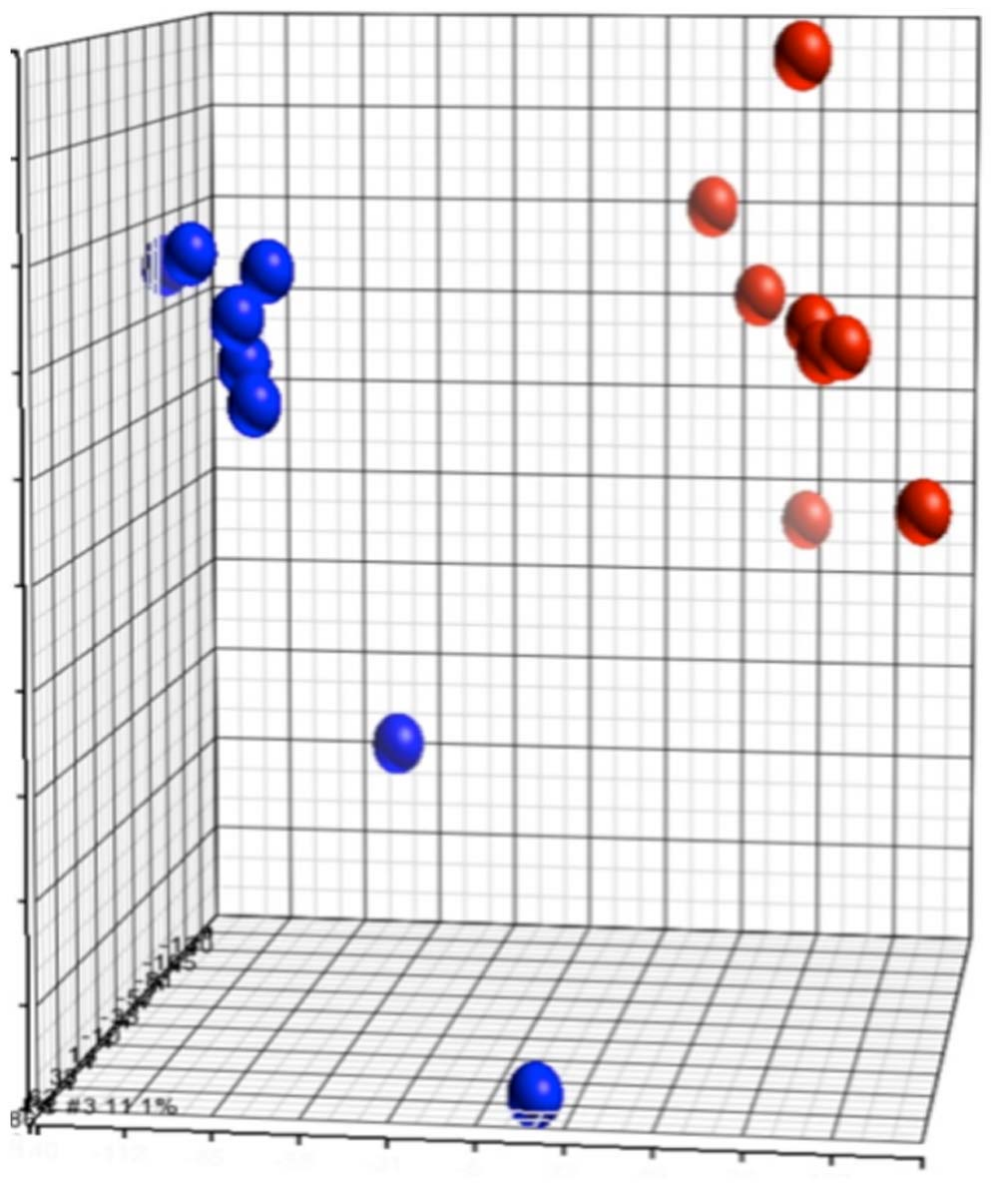
Principal component analysis (PCA) of transcriptomic data of wild-type versus *Rsk2-/Y* mandibular molars samples. Wild-type samples are represented as red balls, whereas mutant samples are represented in blue (X, Y and Z units are arbitrary units created by the software). The units are data-dependent and are generated by the software, which gives coordinates to each sample according to three axes that relate to the weight (inertia) of the decomposition into 3 principal components. For this analysis, samples segregate in two distinct groups, showing relevant transcriptional differences between WT and *Rsk2-/Y* samples.

**Table 8:** Overview of top ten genes differentially expressed in *Rsk2-/Y* and wild-type developing mandibular molars.

Top ten up-regulated genes	Fold change	P-value	Name
*Rdh1*	2.04458	5.22E-11	retinol dehydrogenase 1 (all trans)
*Dip2c*	1.82248	4.50E-11	DIP2 disco-interacting protein 2 homolog C (Drosophila)
*1700001J11Rik*	1.6761	2.92E-08	-
*Olfr319*	1.66441	1.56E-08	olfactory receptor 319
*Myh1*	1.64957	1.91E-06	myosin. heavy polypeptide 1 skeletal muscle
*Acaa1b*	1.62775	1.64E-07	acetyl-Coenzyme A acyltransferase 1B
*6430550D23Rik*	1.62394	3.80E-08	-
*Hmgb1*	1.61691	4.11E-10	high mobility group box 1
*4930555K19Rik*	1.58002	2.16E-09	-
*9630041A04Rik*	1.57948	3.38E-09	-
*BC022713*	1.57732	2.80E-07	cDNA sequence
*Gm9968*	1.56689	4.24E-12	predicted gene 9968
*Gm6718*	1.56677	4.74E-07	predicted gene 6718
*Naip2*	1.56543	3.72E-09	NLR family. apoptosis inhibitory protein 2

The table is highlighting genes showing the highest degree of enrichment (positive values) or down-regulation (negative values).

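Of the 14 genes listed, 11 had a probe set of their own and 7 of these were above 0 in *Rsk2-/Y* molars, and no gene passed the test. *Myh1*, a myosin heavy chain of skeletal muscle (probe set 10377087), had a log2 fold change of 0.26 (standard error 0.13), from 5.49 ± 0.12 in WT to 5.75 ± 0.37 in *Rsk2-/Y* (SD, n = 8, exact permutation p = 0.0656). It was 0.057 in the ABH samples and 0.47 in the AZN samples, 0.16 without AZN_MolairesMutant3 and 0.15 with array weights, and the other 21 skeletal muscle markers had a median of 0.50. *Naip2* (probe set 10411595) had a log2 fold change of 0.12 (standard error 0.052) and lay above the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.0235, adjusted p = 0.155 over 79 named genes). The log2 fold changes of *Gm9968*, *1700001J11Rik* and *Dip2c* were 0.057, 0.030 and 0.021, and those of *6430550D23Rik*, *Acaa1b* and *Hmgb1* were -0.022, -0.062 and -0.086. For *Dip2c*, which had 5 probe sets, they ranged from 0.013 to 0.16. *Olfr319* (0.11, at a mean of 4.69 in *Rsk2-/Y*) and *4930555K19Rik* (-0.010) had no signal above 5 in any sample and were not tested. *9630041A04Rik*, *BC022713* and *Gm6718* had no probe set of their own and were not analysed here. As a list, the 9 tested genes had a median of 0.030 (camera, adjusted p = 0.0345, and adjusted p = 0.359 with an estimated correlation). With the series of the sample names as a block the list did not pass (adjusted p = 0.0541, and 0.00699 to 0.574 over 29 alternatives). Adjusted over the list alone, no gene was called, and since the study chose the list on these samples this is not independent evidence.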

**Table 9:** Overview of other genes differentially expressed in *Rsk2-/Y* and wild-type developing mandibular molars.

Up-regulated genes	Fold change	P-value	Name
*Mdm2*	1.42143	6.43E-07	p53 E3 ubiquitin protein ligase homolog oncoprotein
*Neurog3*	1.39695	4.46E-08	neurogenin 3
*Pou6f2*	1.38695	2.35E-07	POU domain class 6 transcription factor 2
*Dffa*	1.38653	4.93E-10	DNA fragmentation factor alpha subunit
*Bdkrb1*	1.38509	4.15E-08	bradykinin receptor beta 1
*Ofd1*	1.37103	4.33E-08	oral-facial-digital syndrome 1 gene homolog; ciliogenic protein
*Zfp759*	1.35236	5.23E-07	zinc finger protein 759
*Cflar*	1.32394	7.32E-07	CASP8 and FADD-like apoptosis regulator
*Aak1*	1.23472	3.15E-06	AP2 associated kinase 1 positive regulation of Notch signaling pathway

The table is highlighting genes selected on the basis of their known involvement in pathways regulating odontogenesis.

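Of 8 genes of the table analysed here, 4 were above 0 and 4 below 0 in *Rsk2-/Y* molars. *Bdkrb1*, a bradykinin receptor (probe set 10398121), had the highest log2 fold change, 0.14 (standard error 0.063, exact permutation p = 0.0434 at n = 8, adjusted p = 0.210 over 79 named genes), with 0.11 in the ABH samples and 0.17 in the AZN samples. *Zfp759*, a zinc finger gene (probe set 10405911), had the lowest, -0.18 (standard error 0.086, exact permutation p = 0.0746 at n = 8). *Neurog3* was at -0.11, with -0.25 in the ABH samples and 0.024 in the AZN samples, and *Ofd1* and *Dffa* were at -0.065 and -0.0031. *Mdm2*, *Cflar* and *Aak1* were at 0.071, 0.044 and 0.042, each less than its SD of 0.12 to 0.18 in WT. The 3 probe sets of *Cflar* ranged from -0.067 to 0.044, and the 2 of *Aak1* from -0.091 to 0.042. As a list, the 8 genes had a median of 0.019 and a mean of -0.0073 (camera, adjusted p = 0.839, and adjusted p = 0.910 with an estimated correlation). No gene was called from limma, nor when adjusted over the list alone, which is not independent evidence because the study chose these genes on these samples.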

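*Rdh1* (probe set 10367036) had a signal of 6.07 ± 0.15 in WT molars and 6.21 ± 0.13 in *Rsk2-/Y* molars (log2, SD, n = 8 each). This is a log2 fold change of 0.14 (standard error 0.069, adjusted p = 1.00 from limma), with 0.15 in the ABH samples and 0.12 in the AZN samples. Of the 8 *Rsk2-/Y* samples, 7 lay above the WT mean (exact permutation test, two-sided, p = 0.0693), and *Rdh1* ranked 537 from the highest of 17215 genes. Between its highest and lowest sample of either genotype *Rdh1* spanned 0.55. It was highest in the *Rsk2-/Y* pools ABH_14A (6.42) and AZN_MolairesMutant3 (6.39), and in alternatives chosen after the results were seen it was at 0.072 without both and at 0.032 with the series as a block and the epithelium and muscle means as covariates. Other genes that make or bind retinoids went both ways. *Dhrs3*, which returns retinaldehyde to retinol, was at -0.24 (standard error 0.075) and lay below the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.00808, adjusted p = 0.100 over 79 named genes, and adjusted p = 0.0215 with exchanges within the series). *Dhrs3* was named for the size of its change in these samples, so these adjusted p are not independent evidence. *Rxrg*, a retinoid receptor, was at 0.57 (standard error 0.32), with 0.31 in the ABH samples and 0.84 in the AZN samples. It was also highest in AZN_MolairesMutant3 (9.34) and ABH_14A (8.15), the 2 pools highest in skeletal muscle markers, and was at 0.32 without the first and 0.19 without both (-0.024 to 0.84 over 31 alternatives). Of 30 genes of retinoid metabolism and response, 17 were above 0 and 13 below 0, with a median of 0.029 (camera, adjusted p = 0.360, and adjusted p = 0.697 with an estimated correlation), and none was called, nor when adjusted over the list alone.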

The *Rdh1* gene encoding retinol dehydrogenase (RDH) 1 was found to be the most up-regulated gene in *Rsk2-/Y* mutant mice. In addition to retinol dehydrogenase activity, this enzyme has strong 3alpha-hydroxy steroid dehydrogenase- and weak 17beta-hydroxy steroid dehydrogenase- activities. *Rdh1* exhibits widespread and intense mRNA expression in many embryonic tissues including the neural tube, gut, and neural crest, as well as in adult mice [16]. Interestingly, retinoic acid (the end product of retinol oxidation initiated by RDH enzymes) is involved in tooth morphogenesis and differentiation, and abnormal retinoic acid levels can lead to dental anomalies [17], [18], [19], [20].

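*Sectm1b* (probe set 10394060) was lower in the mean in *Rsk2-/Y* molars, at 6.41 ± 0.24 against 6.96 ± 0.43 in WT (log2, SD, n = 8 each). Its log2 fold change was -0.55 (standard error 0.16, adjusted p = 0.852 from limma), a fold change of -1.46, and it ranked 8 from the lowest of 17215 genes. All 8 *Rsk2-/Y* samples lay below the WT mean (exact permutation test, two-sided, p = 0.00886, adjusted p = 0.100 over 79 named genes). The log2 fold change was -0.76 in the ABH samples and -0.33 in the AZN samples. With exchanges of labels within these series only, the exact permutation p was 0.00408 (adjusted p = 0.0403), and with the series as a block in limma the adjusted p was 0.246 (0.106 to 1.00 over 31 alternatives). Of 10 genes that the paper names in its text, *Sectm1b* among them, 8 were below 0, with a median of -0.077 (camera, adjusted p = 0.161, and adjusted p = 0.359 with an estimated correlation). The list holds genes that the paper reports as up-regulated and genes that it reports as down-regulated. Adjusted over the list alone, *Sectm1b* was lower (adjusted p = 0.0253 from limma), which is not independent evidence because the study chose these genes on these samples.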

*Sectm1b*, encoding secreted and transmembrane protein 1B, was the most down-regulated gene in *Rsk2-/Y* mutant mice. This gene and protein had never been described previously as potentially involved in odontogenesis.

Among the differentially expressed genes selected (Table 9) as belonging to signalling pathways acting during tooth development (TGF-beta, FGF, Wnt, NF-kappaB) and or/cell cycle progression, *Eaf2* is a proto-oncogene acting together with Wnt4 in an autoregulatory feedback loop [21]. Inactivation of this gene causes numerous tumours in mice [22]. 

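*Eaf2* (probe set 10439346) had a signal of 5.98 ± 0.083 in WT and 5.89 ± 0.075 in *Rsk2-/Y* (log2, SD, n = 8 each), a log2 fold change of -0.085 (standard error 0.047, adjusted p = 1.00 from limma). It was -0.079 in the ABH samples and -0.091 in the AZN samples. All 8 *Rsk2-/Y* samples lay below the WT mean (exact permutation test, two-sided, p = 0.0479, adjusted p = 0.210 over 79 named genes), and the difference is about as large as the SD within each genotype.

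**Figure D3:**
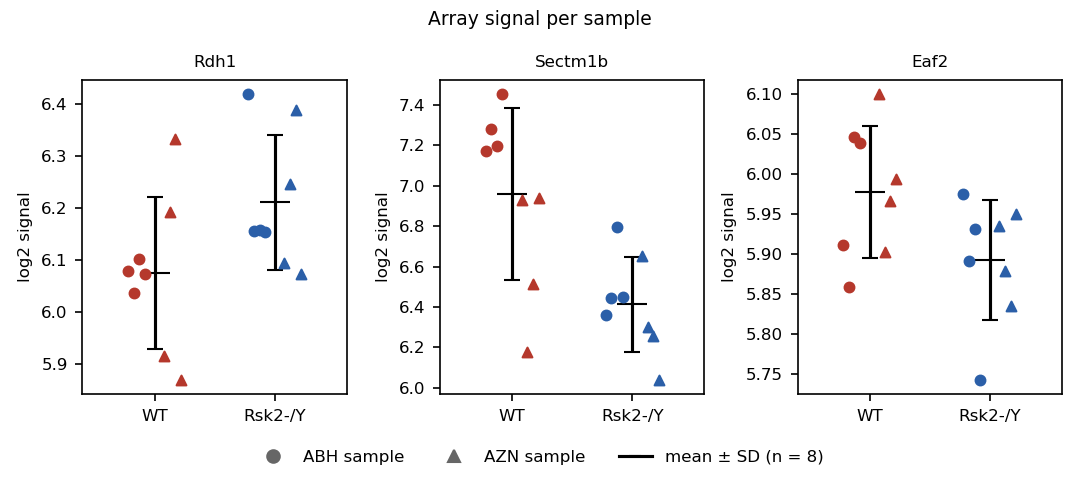
Log2 signal of *Rdh1*, *Sectm1b* and *Eaf2* in each sample, WT in red and *Rsk2-/Y* in blue, circles for ABH and triangles for AZN samples, with bars for the mean and SD (n = 8). The genotypes overlap for each gene, with log2 fold changes of 0.14 for *Rdh1*, -0.55 for *Sectm1b* and -0.085 for *Eaf2*.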

*Eaf2* was down-regulated in *Rsk2-/Y* mutants.

We tried unsuccessfully to confirm those results on a selection of genes by qRT-PCR, comparing three *Rsk2-/Y* and three WT molar RNA samples. This negative result might be explained by the heterogeneous nature of the *Rsk2-/Y* phenotype (as described above), the relative low level of expression changes, and may not invalidate the microarray data.

### *Rsk2* inactivation *in vitro*

In order to overcome the potential problem of *Rsk2-/Y* molar samples heterogeneity we decided to use an *in vitro* system, and inactivated *Rsk2* by microinjection and electroporation of shRNA in E14.5 molar tooth germs. *In vivo* electroporation in the mandible, as previously described by [23] was not suitable for our study, because of the lack of precision on the targeted zone and our aim to inactivate the gene directly within the tooth anlagen.

We optimized the experimental settings to inject and electroporate *Rsk2* shRNA in cap stage molars explanted and cultured *ex vivo*. Control explants were electroporated with a random shRNA construct. After electroporation the explants were placed into collagen drop culture to maintain their morphology [24] and kept in a defined culture medium for 24 h, before being processed for qRT-PCR analysis. Tooth morphology was preserved and neither apoptosis nor cell death were induced, as shown by activated caspase3 and TUNEL assays (data not shown).

*Rsk2* shRNA electroporation efficiently diminished *Rsk2* expression by 75% (Fig. 8A). We then analyzed *Eaf2* and *Rdh1* expression, and found that *Eaf2* expression was down-regulated (75% decrease) (Fig. 8B), while *Rdh1* expression was up-regulated (50% increase)(Fig. 8C). These results were in accordance with the microarray data. The new combined technique allowed us not only to optimize a protocol for studying the molecular mechanisms of early tooth development, but also to set up a new approach for microarray validation.

**Figure 8:**
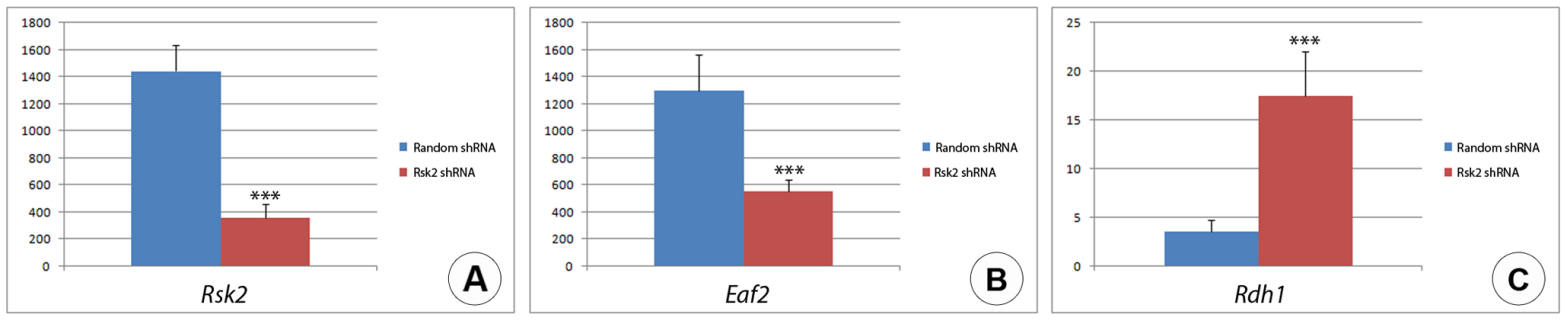
Summary of experiments involving *in vitro* inactivation of *Rsk2* and its consequences on target gene expression, as observed after microinjection in E14.5 mandibular molar explants of a *Rsk2* shRNA, followed by qRT-PCR analysis 24 h after injection. A: *Rsk2* was down regulated 4.01 fold after electroporation. B: *Eaf2* was significantly down-regulated, and C: *Rdh1* was up-regulated after electroporation. Histograms show expression levels in molars electroporated with the random shRNA (blue) and microinjected-electroporated explants with the *Rsk2* shRNA (red), with values normalized with respect to *Gapdh* expression. Data (mean ±SEM) were analyzed with Student t-test; ***p<0.001; **p<0.01; *p<0.05.

## Discussion

### A peculiar dental phenotype

Mice are commonly studied mammals for investigating the mechanisms of tooth development and evolution. The orodental phenotype of mouse models of human genetic disorders also often mimics dental anomalies encountered in human rare diseases [14]. Basal placental mammals had a dental formula including three incisors, one canine, four premolars, and three molars per dentition quadrant [13], [25]. Through evolution, almost all mammals reduced their dental formulas, but lost functional teeth sometimes remaining as rudiments that begin to develop and then abort. The dentition of the mouse comprises 4 functional teeth in each quadrant (1 incisor and 3 molars separated by a toothless space called diastema). Rudimentary tooth primordia have been reported to develop in the distal part of the diastema through the initial stages of odontogenesis of WT mice. However their development ceases before the cap stage and they regress by apoptosis [26], [27], [28]. The tooth phenotype encountered in the *Rsk2-/Y* mutant mouse is remarkable by the occurrence of supernumerary teeth at the positions of the fourth premolars. Fourth premolars are still present in certain rodent groups such as squirrels, and have been lost through muroid rodent evolution [13].

### Rsk2 phenotype is similar to the tabby phenotype

Supernumerary teeth within the diastema were described in other mouse mutants for *ectodin, Lrp4, Sprouty2/4, Wise, Polaris*, and *Gas1* [29], [30], [31], [32], [33], [34], [35], [36]. Dysfunctions of the FGF, Shh, Wnt, and/or NF-kappaB signalling pathways are thought to induce formation of these supernumerary teeth within the diastema, indicating that the mouse maintains genetic potentialities that could be stimulated and induce the formation of supernumerary teeth [37], [38].

Ectopic teeth in the diastema are also observed in mice misexpressing *Eda* (ectodysplasin A; also known as Ta; Ed1; EDA1; XLHED; tabby) and *EdaA* receptor (Edar) [39], [40], [41], [42]. The dental phenotype of the *Rsk2-/Y* mouse resembles that encountered in the *tabby* mouse (a model for X-linked hypohidrotic ectodermal dysplasia- an ectodermal dysplasia characterized by an absence or dystrophic development of hair, nail, sweat- lacrymal- mammary- glands and tooth; OMIM #305100). Mutations in the human X-linked gene *ED1* (the *Eda* orthologue) are responsible for this disorder [43], [44], [45], [46]. Ontogenetic and phylogenetic data together suggest that the occurrence of functional supernumerary teeth in *tabby* mice diastema is caused by the persistence of the premolar rudiments that usually regress in WT mice. It has thus been proposed that this phenotype may represent an evolutionary throwback or atavism [43], [44], [45], [46].

Recently is has been shown that the number of teeth is regulated by fine-tuning of the level of receptor-tyrosine kinase signalling [32]. Known cytosolic RSK substrates include I-kappaB alpha [7], [47], [48], a member of the NF-kappaB pathway. This pathway is involved in development and in some human disorders including ectodermal dysplasias that affect ectodermal derivatives like the teeth, hair, salivary, mammary glands and skin. I-kappaB alpha has specifically been associated with an autosomal dominant form of anhidrotic ectodermal dysplasia and with T cell immunodeficiency [49]. The fact that I-kappaB alpha can be phosphorylated by RSKs, leading to increase of NF-kappaB activity, may therefore explain some of the dental anomalies encountered in the *Rsk2-/Y* transgenic mice and in Coffin-Lowry syndrome patients. However, the downstream signalling pathway(s) of Eda/Edar involved in tooth formation in the diastema are not yet known.

### The phenotype in the light of Coffin-Lowry syndrome

The mouse model for Coffin-Lowry syndrome, obtained by inactivation of the *Rsk2* gene and used in this study, was previously described by [11]. Mutant mice weigh 10% less and are 14% shorter than their wild-type littermates. This is in agreement with a role of RSK2 in organismal growth. These mice exhibit impaired learning and poor coordination, providing evidence that RSK2 plays similar roles at least for cognitive functions, in mouse and human. No previous description of the craniofacial or dental phenotype was so far reported. The craniofacial features described in Coffin-Lowry syndrome include a thick calvarium, hyperplastic supra-orbital ridges, hypertelorism, a flat malar region, and a prominent mandible. Clearly it is difficult in the light of our present observations, to relate the *Rsk*-knockout craniofacial phenotype to the anomalies encountered in patients. The small size of the skull could be associated to the general growth defect. However it is interesting to notice that in Coffin-Lowry patients, teeth agenesis and/or hypodontia is described. An apparent opposite phenotype between human patients and a mouse model has already been described in another rare disease, the cleido-cranial dysplasia syndrome, which is characterized by skeletal defects, numerous supernumerary teeth, and delayed tooth eruption. The mouse model of this disease (*Cbfa1*-KO) exhibits arrested tooth development [15]. Mostly loss of function mutations in *RSK2* both in human and mouse are responsible for the phenotype. Despite striking similarities mouse and human tooth development, cross-species comparison of mouse/human dentitions show they are clearly not alike. This suggests differential output and involvement of identical or superimposed pathways. These differences may account for this apparently opposite in nature dental phenotype i.e. hypodontia in human versus supernumerary teeth in mouse.

### Cell cycle progression and cell proliferation

It has been shown that tooth number, size, and shape are linked to cell proliferation and apoptosis events [50], [51], [52], [53]. It is interesting to note that *Rsks* genes are expressed throughout tooth development, especially in proliferating areas (this study, Figs. 4 and 5), either in the mesenchyme (*Rsk2, Rsk3*) or in the epithelial loops (*Rsk1, Rsk4*). The expression patterns described for the *Rsk* genes in other embryonic regions [12], [54], [55] also indicate a correlation with proliferative areas. *Rsk1* is highly expressed in tissues harbouring highly proliferating cells like liver, lung, thymus, and olfactory and respiratory epithelia. Particularly intense *Rsk1* expression is observed in the gut epithelium. *Rsk2* is expressed at very low levels throughout mouse development in dorsal root ganglia, thyroid gland, kidney, lung, liver and skeletal muscles. *Rsk3* is mainly expressed in the nervous system, but also in the thyroid gland and testis cords. RSK3 may regulate proliferation and seems linked to cellular differentiation of neuroepithelial cells during development [55]. *Rsk4* ubiquitous low expression was observed throughout development. In teeth *Rsk4* expression was rather specifically marking the epithelial loops.

It is well established that RSKs control cell proliferation through the regulation of mediators of the cell cycle [7]. RSK2 for example promotes cell cycle progression by phosphorylating c-Fos, a transcription factor regulating the expression of cyclin D1 during G1/S transition. RSK2 activates and phosphorylates p53 *in vitro* and *in vivo* and colocalizes with p53 in the nucleus. The RSK2-p53-histone H3 complex may likely contribute to chromatin remodelling and cell cycle regulation [56]. A list of phosphorylation substrates of the RSK isoforms was reported by [7] including c-Fos, NHE-1, Erα, p27^kip1^, Sos1, RanBP13, YB-1, Erp1, elF4B, rpS6, Bad, DAPK, Nur77, NFAT3, TIF-1A, ATF4, ATF1, MEF2c, Filamin A, Raptor, CCTβ, CRHSP24, Shank. Interestingly, alterations in the expression of a number of genes involved in cell cycle control (*Ccna1, Hmgb1, Mdm2, Tpd52*) or in cell growth (*Ngf, Bdkrb1, Amhr2*) is shown in our microarray analysis.

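None of *Hmgb1*, *Mdm2*, *Ccna1*, *Tpd52* and *Bdkrb1* passed the test in these molar samples, and their means differed by less than or about as much as the SD between samples. *Hmgb1* was 8.92 ± 0.18 in WT and 8.83 ± 0.22 in *Rsk2-/Y*, *Mdm2* was 8.99 ± 0.18 and 9.06 ± 0.22, and *Ccna1* was 6.31 ± 0.14 and 6.23 ± 0.047 (log2, SD, n = 8 each). *Tpd52* was 7.48 ± 0.23 in WT and 7.40 ± 0.23 in *Rsk2-/Y* (SD, n = 8) for the stronger of its 2 probe sets, and the other had a log2 fold change of -0.16. *Bdkrb1* was 5.70 ± 0.091 in WT and 5.84 ± 0.15 in *Rsk2-/Y* (SD, n = 8). *Ccna1* had a log2 fold change of -0.076 (standard error 0.055), and the value of 1 WT sample, ABH_25A, lay apart from the other WT samples at 6.01. *Hmgb1* was at 0.018 in the ABH samples and -0.19 in the AZN samples, and *Mdm2* at 0.12 and 0.023. Of 31 cell cycle genes, 11 were above 0 and 20 below 0, with a median of -0.023 (camera, adjusted p = 0.594, and adjusted p = 0.937 with an estimated correlation). The lowest was *Ccnd1*, at -0.21 (standard error 0.064), below the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.00528, adjusted p = 0.100 over 79 named genes, and adjusted p = 0.0322 with exchanges within the series), and the highest was *Ccne2*, at 0.11. The adjusted p of *Ccnd1* are not independent evidence, since it was named for the size of its change in these samples. Of 14 p53 target genes, 5 were above 0 and 9 below 0, with a median of -0.015 (camera, adjusted p = 0.889), and *Phlda3* and *Trp53inp1* were both at -0.13. *Phlda3* ran from -0.20 to -0.027 over 31 alternatives, and was lowest in the *Rsk2-/Y* sample ABH_14A, at 9.27. *Trp53inp1* ran from -0.20 to -0.045, and was highest in the WT sample ABH_25A, at 9.89. Of 21 regulators of apoptosis, 8 were above 0 and 13 below 0, with *Bcl2* at -0.13. Their median was -0.0067, while camera, which compares a list with all other genes, gave the direction up (adjusted p = 0.594). No gene of these 3 lists was called by limma over all genes tested, nor when adjusted over the list alone.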

Increased proliferation and decreased apoptosis are necessary to develop supernumerary teeth, as seen by differential regulation of *Sprouty* genes [57]. The localisation of *Rsks* genes in proliferative areas, their role in the regulation of proliferation and apoptosis [58] as well as the interconnection of the involved pathways could explain that the deletion of *Rsk2* gene could induce the formation of supernumerary teeth and therefore reveal ancestral stages of murine dental evolution.

### RSK and the Ras/MAPK pathway

Altered ERK/MAPK signalling (with abnormally increased phosphorylation of ERK1/2) was recently reported in the hippocampus of the *Rsk2-/Y* mice [59]. RSK2 was also proven to exert a feedback inhibitory effect on the ERK1/2 pathway. 

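Of 23 ERK target and feedback genes, 9 were above 0 and 14 below 0 in *Rsk2-/Y* molars, with a median of -0.032 (camera, adjusted p = 0.430, and adjusted p = 0.910 with an estimated correlation), and none passed the test over all genes. The largest changes of the list were those of *Egr1*, *Etv5* and *Etv4*. *Egr1*, an immediate early gene (probe set 10454782), was 8.90 ± 0.43 in WT and 9.51 ± 0.40 in *Rsk2-/Y* (log2, SD, n = 8), a log2 fold change of 0.61 (standard error 0.19, adjusted p = 0.968 from limma). *Etv5* (probe set 10363901), a transcription factor induced by FGF and ERK, was 9.36 ± 0.36 and 8.83 ± 0.43, a log2 fold change of -0.52 (standard error 0.18, adjusted p = 1.00 from limma). *Etv4* was 8.26 ± 0.38 and 7.83 ± 0.44, a log2 fold change of -0.42 (standard error 0.18). *Egr1* lay above the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.00808), and *Etv5* and *Etv4* lay below it in 8 of 8 (exact permutation p = 0.0154 and 0.0472, adjusted p = 0.100, 0.121 and 0.210 for the 3 genes over 79 named genes). With exchanges of labels within the series only, the exact permutation adjusted p was 0.0451 for *Egr1*, 0.0322 for *Etv5* and 0.124 for *Etv4*. As these genes were named for the size of their changes in these samples, the adjusted p are not independent evidence. *Egr1* was at 0.80 in the ABH samples and 0.42 in the AZN samples, *Etv5* at -0.47 and -0.58, and *Etv4* at -0.51 and -0.34. In the *Rsk2-/Y* sample AZN_MolairesMutant3, *Etv5* and *Etv4* lay apart from the other samples, at 7.89 and 6.82, and without it their log2 fold changes were -0.39 and -0.28. With the series as a block and the epithelium and muscle means of each sample as covariates, which was chosen after the results were seen, they were -0.25 and -0.12, and *Egr1* was at 0.69. Adjusted over the list alone, *Egr1* was higher and *Etv5* was lower, each with an adjusted p of 0.0516 from limma. *Egr1* also responds to dissection, and the 13 dissection stress genes, *Egr1* among them, went both ways, 5 above 0 and 8 below 0, which leaves an effect of dissection on *Egr1* open. The dental epithelium markers had a mean per pool of 9.86 ± 0.20 in *Rsk2-/Y* and 10.1 ± 0.23 in WT (SD, n = 8, exact permutation p = 0.0850).

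**Figure D4:**
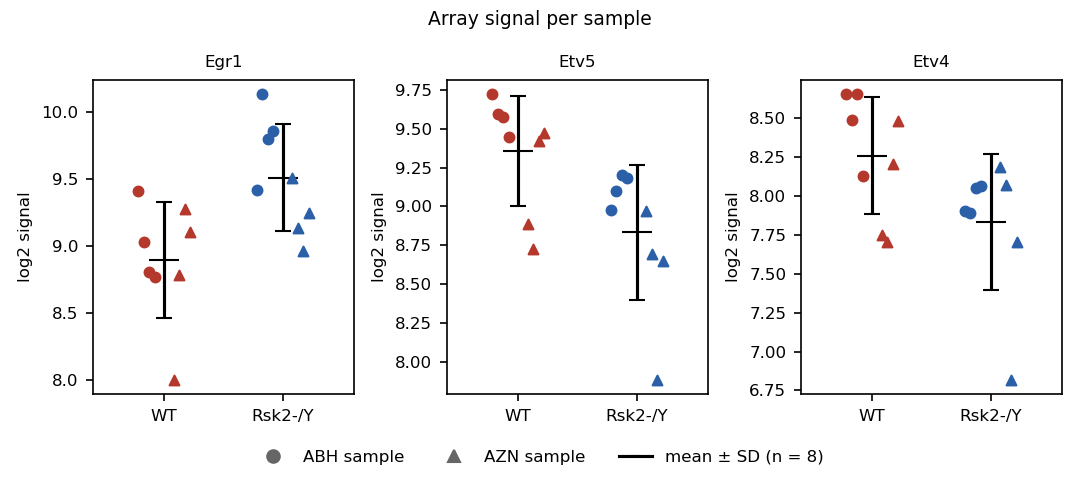
Log2 signal of *Egr1*, *Etv5* and *Etv4* in each sample, WT in red and *Rsk2-/Y* in blue, circles for ABH and triangles for AZN samples, with bars for the mean and SD (n = 8). The means are 8.90 and 9.51 for *Egr1*, 9.36 and 8.83 for *Etv5* and 8.26 and 7.83 for *Etv4*.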

Our microarray data did not indicate a similar trend at the level of the developing molar. *Ngf* was the only gene detected by our microarray analysis, known to be regulated at the transcriptional level by ERK1/2 and involved in tooth development [60].

### Unravelling target genes and involved pathways

The heterogeneity of the molar samples and the variability of the *Rsk2-/Y* molar phenotype has certainly interfered with the analysis of the microarray data and may have prevented the confirmation of target gene expression by qRT-PCR. However, genes involved in TGF-beta receptor signalling (Amhr2), or in the FGF (Fgfbp3) and Wnt (Sfrp5) pathways, were shown to be affected by the inactivation of *Rsk2*. These pathways are known to be involved in tooth development [61] and, when affected, are responsible for dental anomalies both in mouse models and human [62]. 

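*Sfrp5*, which encodes a secreted antagonist of WNT (probe set 10467744), was 6.48 ± 0.15 in WT molars and 6.24 ± 0.23 in *Rsk2-/Y* molars (log2, SD, n = 8). Its log2 fold change was -0.24 (standard error 0.091, adjusted p = 1.00 from limma), with -0.32 in the ABH samples and -0.15 in the AZN samples, and 7 of 8 *Rsk2-/Y* samples lay below the WT mean (exact permutation p = 0.0297, adjusted p = 0.180 over 79 named genes). *Fgfbp3* (probe set 10467211) was 6.70 ± 0.087 in WT and 6.64 ± 0.089 in *Rsk2-/Y* (n = 8, exact permutation p = 0.233), and *Amhr2* (probe set 10427222) was 5.65 ± 0.043 and 5.65 ± 0.13 (n = 8, exact permutation p = 0.903). *Amhr2* was at -0.091 in the ABH samples and 0.078 in the AZN samples. Of 34 genes of the WNT pathway, 8 were above 0 and 26 below 0, with a median of -0.033 (camera, adjusted p = 0.126, and adjusted p = 0.910 with an estimated correlation), and *Wnt10a*, *Wnt7b* and *Sfrp4* were at -0.21, -0.24 and 0.24. Single samples decided this call, the WNT list passing camera with a preset correlation without AZN_MolairesWT2 (median -0.075, adjusted p = 0.00364), AZN_MolairesMutant (-0.061, adjusted p = 0.0345), ABH_16A (-0.064, adjusted p = 0.0274) or ABH_26A (-0.060, adjusted p = 0.0257). Of 21 genes of the FGF pathway, 7 were above 0 and 14 below 0, with a median of -0.043 (camera, adjusted p = 0.168, and adjusted p = 0.359 with an estimated correlation). Of 29 genes of the TGF-beta and BMP pathways, 13 were above 0 and 16 below 0, and *Fst* and *Bmp7* were both at -0.18. Their median was -0.0037, while camera gave the direction up against all other genes (adjusted p = 0.855). Adjusted over the list alone, *Fgfbp1* (log2 fold change -0.29, adjusted p = 0.0332) and *Etv5* (adjusted p = 0.0942) of the FGF pathway were lower, and no gene of the other lists was called. No gene of the 3 pathways passed limma over all genes tested. In the same pools, the mean of the dental epithelium markers lay below the WT mean in 8 of 8 *Rsk2-/Y* samples.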

The *in vitro* assay we have developed, involving micro-injection and electroporation of a *Rsk2* shRNA in explanted molar tooth germs, proved to be a valuable system to assess quantitative changes in target gene expression.

## Conclusions

Analysis of *Rsk2-/Y* mutant mice revealed an important role of Rsk2 in craniofacial development, especially in dentition development and patterning. The loss of function of *Rsk2* allows the reappearance of supernumerary diastemal teeth considered as remnants of teeth lost over evolution. Our in situ hybridization analysis indicated that *Rsk2* expression pattern may correlate with proliferative areas of the developing teeth, consistent with a biological function of RSK2 in cell-cycle control and cell growth. Transcriptome profiling analysis was difficult because of the heterogeneity and variability of the *Rsk2-/Y* dental phenotype, however it provided candidate genes and pathways potentially involved in this phenotype. *In vitro* inactivation of *Rsk2* using shRNA was found to be a promising approach to address target genes and showed, in particular, an interference with an enzyme involved in the retinoid/steroid biosynthesis pathway. The fact that the regression of the fourth premolar seen in mouse is not found in all mammals, and is never observed in humans, may provide an explanation for the divergent phenotypes in *Rsk2-/Y* and human patients.

## Materials and Methods

### Patients and Ethics Statement

Patients attending the Reference centre for orodental manifestations of rare diseases, Pôle de médecine et chirurgie bucco-dentaire, Hôpitaux Universitaires de Strasbourg, or their legal representatives (parents, next of kin, caretakers or guardians) if minor and/or not in capacity to provide his or her own consent, give written informed consent for the use and publication of medical data. The picture proposed as figure 1 was uploaded in D4/phenodent database (CCTIRS positive report 11/09/2008, CNIL authorization 18/05/2009 (N°908416). A copy of the consent form can be downloaded at http://www.phenodent.org/consentement.php

### Animals and Ethics Statement

*Rsk2* gene targeting was previously described [11]. As in human, the mouse *Rsk2* gene is located on the X chromosome. Analyses were performed on *Rsk2-/Y* (“knockout”) male mice, with littermate wild-type (*Rsk2+/Y*) males used as control animals. Triple *Rsk1,2,3-/-* mutant mice were obtained by breeding of single knockout mice, themselves obtained by excision of exons three and four (*RSK1* knockout) or exon two (*RSK2* and *RSK3* knockouts) of the corresponding genes, leading to frameshift mutations [11]. The experiments were performed in accordance with the French national and European Laws and Directives Concerning Laboratory Animal Housing, Welfare and Experimentation and after approval from the CERBM-GIE: ICS/IGBMC Ethical Research Board.

### X-Ray microtomography

A cohort of 6 mutant *Rsk2-/Y* male mice (#150, 155, 700, 702, 728, 731) and 6 wild-type (WT) littermates (#149, 154, 699, 727, 729, 730), as well as 7 *Rsk1,2,3* compound mutant male mice (#789, 860, 883, 1105, 1111, 1139, 1283), were analyzed through X-ray micro-computed tomography (micro-CT) (GE eXplore Vision CT120 (General Electric, Waukesha, USA) for craniofacial exploration and Phoenix Nanotom (General Electric measurement and control, Billerica, USA) for tooth analysis). For craniofacial exploration the micro-CT was performed using 220 projections with an angle increment of 0.877 degrees (Parker mode) and one average frame per projection (70.0 kV, 32 mA, and exposition time of 16 milliseconds). 3D-reconstructions were done using a Feldkamp algorithm giving voxels of 100×100×100 µm^3^. For teeth a second micro-CT acquisition was performed with a smaller reconstructed voxel size (3×3×3 µm^3^) using 2 000 projections and three average frames per projection (100.0 kV, 70 µA, and exposure time of 500 ms). 3D-reconstructions were done using datos|x software and algorithm including beam hardening correction and ring artefact reduction.

Anatomical landmarks were identified as remarkable points (for instance cranial sutures) that could be easily recognized on each specimen. Fig. S1 (supplementary material) illustrates this step, showing on a 3D isosurface rendering the landmarks (red points) and their anatomical definitions. A similar approach was used for molar analysis (Fig. S2).

Calculation involved euclidean distances between selected pairs of points that could be compared to identify statistical significant differences between WT and mutant mice. The methodology is based upon previously described work [63], [64]. To avoid any bias in landmarks position, landmarks were placed two times by one investigator (intra-investigator reproducibility) and one time by another (inter-investigator reproducibility). As no statistical differences were observed between distances measured within or in between investigators, we decided to base our study on the average of the three measured distances. Statistical analysis comparing WT and mutant mice was performed using Mann-Whitney non parametric test. P-values lower than 0.05 were considered as significant.

### Analysis of incisor morphology

All image processing tasks were done using MicroView (GE Healthcare, Waukesha, USA). Right and left mandibular incisors were isolated by manual segmentation from mandible micro-CT acquisitions of the two mouse groups (6 *Rsk2-/Y* and 6 WT mice). Several measurements were achieved for morphology description, on the lateral and dorsal views of a 3D isosurface rendering of incisors (threshold value  = 700 Hounsfield units): the length of the longest and external bow (Li), the height of median part of the incisor (hi), the total height (Hi), the horizontal length joining the tip of the incisor and the distal extremity of the root (li), projected area in lateral view of the incisor (lpa) and the thickness of the median part of the incisor (ti) (Fig. S3). A Wilcoxon-Mann Whitney test was used to compare both groups.

### *In situ* hybridization on cryosections

I*n situ* hybridizations were performed according to an automated procedure described in [65], using cDNA plasmids described in Table S2 in File S1. Mouse embryos/fetuses (C57BL6) were collected at E12.5, E14.5, E16.5, and at the day of birth (referred to as E19.5). For E14.5 and older samples, the whole head was embedded in OCT 4583 medium (Tissue-TEK, Sakura) and frozen on the surface of dry ice. E12.5 embryos were fixed overnight in 4% paraformaldehyde (pH 7.5, w/v) in phosphate-buffered saline (PBS), cryo-protected by overnight incubation in 20% sucrose (w/v) in PBS, and cryo-embedded as described above. Cryosections (Leica CM3050S cryostat) at 10 µm were collected on Superfrost plus slides and stored at −80°C until hybridization. E12.5 and E14.5 samples were sectioned in a frontal plane, whereas other stages were sectioned sagitally.

### Whole mount in situ hybridization

Whole mount in situ hybridization of mandibles collected at E14.5 was performed with a digoxigenin-labeled *Shh* riboprobe as described [66], using an Intavis InSituPro robot (for details, see http://www.empress.har.mrc.ac.uk/browser/, Gene Expression section). The *Shh* template plasmid was kindly provided by A. McMahon (Harvard University).

### DNA microarray analysis

#### Tissue preparation

Embryos at E14.5 were dissected and mandibular molars were isolated. The tail was used for embryo genotyping. Individual tissue samples were frozen in liquid nitrogen and kept at -80°C until genotyping results were available and further used.

#### Microarray hybridization

To obtain enough RNA for hybridization on DNA microarrays, total RNA was extracted from molar tooth germs dissected manually (pooling samples from two independent wild-type or *Rsk2-/Y* embryos). Total RNA was extracted with the RNAeasy micro Kit (Qiagen). RNA quality was verified by analysis on the 2100 Bioanalyzer (Agilent). All samples displayed a RNA Integrity Number greater than 9.8. Eight *Rsk2-/Y* and 8 WT samples were hybridized and compared.

Biotinylated single strand cDNA targets were prepared, starting from 300 ng of total RNA, using the Ambion WT Expression Kit (Cat #4411974) and the Affymetrix GeneChip WT Terminal Labeling Kit (Cat #900671), according to Affymetrix recommendations. Following fragmentation and end-labeling, 1.9 µg of cDNAs were hybridized for 16 h at 45°C on GeneChip Mouse Gene 1.0 ST arrays (Affymetrix) interrogating 28,853 genes represented by approximately 27 probes spread across the full length of the gene. The chips were washed and stained in the GeneChip Fluidics Station 450 (Affymetrix) and scanned with the GeneChip Scanner 3000 7G (Affymetrix). Finally, raw data (.CEL Intensity files) were extracted from the scanned images using the Affymetrix GeneChip Command Console (AGCC) version 3.1. See also [67].

The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) [68] and are accessible through GEO Series accession number GSE51034. (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51034)

#### Microarray analysis

CEL files were further processed with the Partek software to obtain principal component analysis (PCA) and to select and consider only genes with a signal value above 5 (20^th^ percentile of all expression values) in at least one sample. Genes were considered as differentially expressed if the false discovery rate from Benjamini and Hochberg test was under 0.1 and if the fold change was greater than 1.2 or lower than -1.2.

### *In vitro* culture and shRNA inactivation

E14.5 tooth germs were dissected and cultured in chemically defined culture medium as previously described [19]. The tooth explant consisted of both the enamel organ (epithelial component) and the attached dental mesenchyme. A DNA solution containing 1 µg of *Rsk2* shRNA (SABiosciences SureSilencing shRNA Plasmid for Mouse Rps6kA3 clone ID1– linearized pGeneclip Neomycin vector, insert sequence TGATGATACTCCAGAGGAAT) or a random shRNA (insert sequence GGAATCTCATTCGATGCATAC), 0.5% sucrose, and Fast Green (Sigma; 1/10.000) was injected into the developing molars with a Femtojet Eppendorf device (t = 0.2 s, P = 61 hPa). Two platinum needle electrodes (0.1 mm tip, Sonidel) were inserted into the tissue lying in a cover round platinum flat electrode (Sonidel). DNA was then transferred into the cells using an ECM 830 Electroporation System (BTX Harvard Apparatus), applying 1 set of 5 pulses. Electroporation settings were set to 5 V for 50 ms, spaced by 50 ms intervals. As negative control, explants were electroporated with a random shRNA sequence.

After electroporation, the explants were embedded into 14 µl rat collagen drops (BD Biosciences) containing 0.2 ng laminin (BD Biosciences), 50 µl DMEM 10x concentrated, 5 µl HEPES (1 mM), 60 µl 7.5% NaHCO_3_ (adapted from [24]). The collagen drops were kept on ice to prevent them from polymerizing. The collagen was then polymerized at 37°C for 10–15 min before addition of the culture medium.

All explants were subsequently cultured for 24 hours in a DMEM-HAM F12 medium supplemented with Vitamin C (18 mg/ml); L-Glutamine (200 mM); Streptomycine (1000 U/ml) and 20% fetal calf serum for optimal tooth growth. Explants were then processed for RT-qPCR analysis.

### Real-time quantitative RT-PCR

RT-PCR assays were performed in duplicate, comparing 3 wild-type and 3 *Rsk2-/Y* RNA samples (4 teeth were used in each sample for validation of microarray data), or 6 molar samples electroporated with *Rsk2* shRNA and 6 control samples (for shRNA experiments). RNA extractions were performed as previously described (ref. [67]). Oligo-dT primed cDNAs were generated using the Superscript II kit (Invitrogen) according to the manufacturer's protocol. Quantitative real-time PCR was achieved using SybrGreen and LightCycler 480 (Roche). The sequences of primers used for the various tested genes are given in Table S3 in File S1. A probe set for detection of mouse *Gapdh* mRNA (encoded by a housekeeping gene) was used for normalization. For each sample the ratio between signals for the gene of interest and *Gapdh* was calculated to normalize concentration values. To verify if genes were differentially expressed between electroporated and control samples, the average of ratios were then compared.

### Statistical tests

Data, presented as means ± SEM, were compared using Student t-test (for 2 groups comparison). P-values below 0.05 were considered as significant.

## Supporting Information

Figure S1 **Description of the craniofacial anatomical landmarks used for X-Ray microtomographic analysis of** ***Rsk*** **mutant mice**.
(TIF) Click here for additional data file.

Figure S2 **Molar landmarks used for the analysis of X-Ray tomography images.**
(TIF) Click here for additional data file.

Figure S3 **Three-dimensional isosurface rendering of a right mandibular incisor** from a wild-type mouse, in lateral (A) and dorsal (B) views, depicting the distances measured for the morphometric analysis.
(TIF) Click here for additional data file.

File S1 **Supporting Information file containing Tables S1–S3.** Table S1 in file S1. Molar root numbers in WT and *Rsk2-/Y* mice. UR: upper right. UL: upper left. LR: lower right. LL: lower left. M1: first molar. M2: second molar. M3: third molar. ST: supernumerary tooth. Table S2 in file S1. Template plasmids used for *in situ hybridization*. Table S3 in file S1. Sequences of primers used for quantitative RT-PCR experiments.
(DOCX) Click here for additional data file.

# Supplementary material for: RSK2 Is a Modulator of Craniofacial Development
**Source:** PLoS One. 2014 Jan 8;9(1):e84343. doi: 10.1371/journal.pone.0084343
**Supplement:** File S1 — Supporting Information file containing Tables S1–S3. Table S1 in file S1. Molar root numbers in WT and Rsk2-/Y mice. UR: upper right. UL: upper left. LR: lower right. LL: lower left. M1: first molar. M2: second molar. M3: third molar. ST: supernumerary tooth. Table S2 in file S1. Template plasmids used for in situ hybridization. Table S3 in file S1. Sequences of primers used for quantitative RT-PCR experiments.

**Table S1 : Molar root numbers in WT and *Rsk2-/Y* mice.** UR: upper right. UL: upper left. LR: lower right. LL: lower left. M1: first molar. M2: second molar. M3: third molar. ST: supernumerary tooth.

**Table S2 : Templates for *in situ* hybridization**

| GENE | Sequence | Vector | RNA polymerase |
| --- | --- | --- | --- |
| *Rsk1* | 3097-2282 | pCMV.SPORT6 | T7 |
| *Rsk2* | 3025-2117 | pT7T3D-Pacl | T3 |
| *Rsk3* | 5374-4403 | pCMV.SPORT6 | T7 |
| *Rsk4* | 4330-3405 | pCMV.SPORT6 | T7 |

**Table S3 : Primer sequences of genes analyzed by quantitative RT-PCR.**

| Primer | Sequence 5' to 3' |
| --- | --- |
| *RDH1 QF* | AACACGCAGAGCAATGAGGAG |
| *RDH1 QR* | TAGATGTGGCGAACCATGCC |
| *SP3 QF* | TCAAGTAGTCGCTAATGTGCCT |
| *SP3 QR* | GAACTTCCCGAGAGTCCCAAA |
| *POU6F2 QF* | GGACAGATTATTGGGACCATTCC |
| *POU6F2 QR* | GGTGTGATAGGCTGTACTTGAAG |
| *NLRC5 QF* | GTGCCAAACGTCCTTTTCAGA |
| *NLRC5 QR* | AGTGAGGAGTAAGCCATGCTC |
| *EAF2 QF* | GAGGCTGATGCTACTTGTCAC |
| *EAF2 QR* | CTCACTGTCGCTTTCTGACTC |
| *PDE4A QF* | ACATTTCCAACACGTTCCTAGAC |
| *PDE4A QR* | CCGGTGTGTACCAGCTTTTTC |
| *CFLAR QF* | GGTGGAAGAGTGTCTTGATGAAG |
| *CFLAR QR* | CCCTGACGTTAGGTGCAGC |
| *AAK1 QF* | GCAATGGGGTGAAATGTGCC |
| *AAK1 QR* | TGTGCCCTGATAGGTCTCTCA |
| *MDM2 QF* | TGAAGTTGTTAAAGTCCGTTGGA |
| *MDM2 QR* | CTGCTGCTTCTCGTCATATAACC |

How the deposited data were processed for this re-analysis (not part of the article)

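RNA from mandibular molar germs at E14.5 was measured on Affymetrix Mouse Gene arrays, 8 pools from WT and 8 from *Rsk2-/Y* embryos. Samples were grouped by the genotype in their labels. The labels give 4 tooth germs per pool, and the paper gives 2 embryos per pool. The paper's controls were WT littermate males, and which pools came from the same litters is not stated in the sources used here. The names fall into the series ABH and AZN, with 4 samples of each genotype in each, whose meaning is not stated. The numbers in the AZN names do not say that a WT and an *Rsk2-/Y* sample belong together, so the samples were compared as independent pools. Whether this holds for the unnumbered AZN samples is open, since their deviations correlated at 0.60 across genes.

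The values that the authors deposited are log2 signals per probe set. They were made by the authors from the raw arrays with Affymetrix Expression Console 1.3.1.187 and RMA, as the submitters' notes say, and the paper names Partek for its principal components and its selection of genes. RMA had already corrected the background, equalised the arrays and summarised the probes, and nothing was normalized further here. The values ran from 2.57 to 13.97 and the 20th percentile of all values was 4.79. Arrays give no counts, so their number limits the precision, and values near a signal of 5 lie close to the background. No 2 samples held identical values, and correlations between samples ran from 0.978 to 0.997. The raw arrays were not used here.

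Of 35556 probe sets, 21789 pair with 1 gene symbol, 1621 with several and 12146 with none in the platform's annotation, whose symbols were used as given. The RefSeq table of GRCm38.p6 was used for names and for which genes neighbour each other only, and no coordinates are given, since the files name no genome build. A signal above 5 in at least 1 sample, the paper's minimum, was met by 29124 probe sets, of which 19979 pair with a symbol and were tested. These hold 17792 symbols, 17215 of them with a probe set of their own. A gene with several probe sets was read from the one with the highest mean signal.

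Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over the probe sets tested), with no covariate, at the paper's false discovery rate under 0.1 and fold change of 1.2. An equal-variance test for 2 groups, which the paper's statistics section names for comparisons of 2 groups, was run as the methods' t-test. Gene lists were compared with all other genes by camera with a preset correlation of 0.01 and again with an estimated correlation. They were also tested by fry, which does not compare a list with other genes. Each test used an adjusted p under 0.05 over 30 lists. The mean of each list per sample, each named gene, the principal component scores and the distances between samples were compared by exact permutation tests over the 12870 arrangements of 8 samples against 8, and over the 4900 that keep the series. The smallest p that the 12870 arrangements can give is 0.0001554, and that of the 4900 is larger. Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used.

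The lists hold the RSK family with the related MSK genes *Rps6ka4* and *Rps6ka5*, the genes of Table 8, of Table 9, of the paper's text and of its qRT-PCR, enamel knot signalling, dental epithelium, dental mesenchyme, supernumerary tooth genes that the paper names, ERK target and feedback genes, ATF4 targets, retinoid metabolism and response, cell cycle, p53 targets, apoptosis regulators, the WNT, TGF-beta and BMP, FGF, and EDA and NF-kappaB pathways, markers of skeletal muscle, osteoblasts, cartilage, erythroid cells, endothelium, macrophages, neurons, and Schwann and glial cells, dissection stress genes, sex-linked genes and housekeeping genes. Some genes belong to more than 1 list. Named genes are those that the paper names, whose values in its tables had been seen, the 2 genes of each list with the largest absolute change where none passed, the sex-linked genes, and, had there been any past the threshold, the 10 with the largest change in each direction and the same sign in both series, up to 4 per list and up to 6 near *Rps6ka3*. This gave 79 genes with a probe set above the signal minimum. The samples, tests, lists and alternatives were chosen before the data were examined, apart from 4 alternatives and the tests named in the closing section.

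The tests were checked on simulated data, with 200 of 19979 probe sets changed by known folds in samples with the spread of the real ones, under fixed random seeds. The shares found hold for the simulated data only. In the comparison of all real samples, a *Trdn* probe set with a fold change of 2.01 did not pass. The comparison of 8 with 8 made 4 wrong calls. With the series as a block it found 35.8%, 94.0% and 98.5% of genes changed by 1.2, 1.5 and 2-fold with 7 wrong calls, with 4 against 4 ABH samples 34.3%, 83.6% and 98.5% with 20 wrong calls, and with 4 against 4 AZN samples 16.4%, 76.1% and 97.0% with 15 wrong calls.

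The alternatives were the series as a block, each series alone, the numbers shared by AZN names as blocks, no minimum of signal, a mean signal above 6, all probe sets with or without a symbol, a further quantile normalization, each array centred on its median, the methods' t-test, array weights, an intensity trend with robust moderation, a false discovery rate under 0.05, no fold threshold, and each sample left out in turn. Probe sets scaled to unit variance, all probe sets and series means removed were tried for the principal components, and 2 other distances for the spread of samples.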

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

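Of the tests in this part, the permutation tests of the marker lists, the list means with samples left out within a series, the comparison of muscle with mesenchyme markers and the comparisons of small RNAs with other transcripts were chosen only after the results were seen.

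Markers of 4 groups that the paper does not report as lists passed camera with a preset correlation, with median log2 fold changes of -0.19 for dental epithelium, -0.10 for enamel knot signalling, 0.50 for skeletal muscle and 0.27 for osteoblasts in *Rsk2-/Y* molars, and none passed with an estimated correlation (adjusted p = 0.359, 0.697, 0.359 and 0.359) or by fry (smallest adjusted p of the 4, 0.603). A chance arrangement of the pools was not excluded, since the list means per sample gave exact permutation p = 0.0850 for dental epithelium, 0.118 for skeletal muscle, 0.127 for osteoblasts and 0.236 for enamel knot signalling, with 8 of 8, 6 of 8, 7 of 8 and 6 of 8 *Rsk2-/Y* samples on the side of the median, and p = 0.0576, 0.0841, 0.0759 and 0.154 with exchanges within the series (exact permutation). In the ABH samples the muscle difference rested on ABH_14A, the difference in the list mean being 0.33 with it and -0.014 without it, and without both ABH_14A and AZN_MolairesMutant3 the muscle median over all samples was 0.16. A lower share of dental epithelium with the other tissues in their usual proportions stays open, as muscle did not part from dental mesenchyme beyond the spread of the samples (0.49, exact permutation p = 0.189), although the mesenchyme median of -0.015 did not rise as this would need. More skeletal muscle in the *Rsk2-/Y* pools may account for the higher *Myh1*, since the other 21 muscle markers had a median of 0.50 and *Myl1*, an abundant one, was 9.60 ± 0.62 in WT and 10.3 ± 1.02 in *Rsk2-/Y* (SD, n = 8), but 0% of them passed the threshold, so this cannot be told apart from chance in the pools. An effect of the genotype on these tissues stays open and untested.

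The series of the sample names, which the paper does not report on, differed in 3312 of 19979 probe sets (limma with the genotype as a block, 1245 higher and 2067 lower in AZN). Different shares of epithelium and muscle are argued against as the whole cause, since 2148 of these (64.9%) still passed with both list means as covariates. Small RNAs were 122 of the 3312 (3.68%). As only 319 small RNA probe sets were tested, they could not be most of the 3312 whatever the cause. This share therefore decides little. Different recovery or labelling of small RNAs is argued against as the whole cause of the 3312, since 16.2% of the other probe sets also passed. For the 122 small RNAs, different recovery or labelling cannot be told apart from other explanations. Small RNA probe sets passed more often than the others (38.2% of 319 against 16.2%, ratio 2.36), but 67 were higher and 55 lower in AZN, and the class was chosen after the genes with the largest differences were seen. The fold changes between genotypes in the ABH and the AZN samples correlated weakly across 17215 genes (Pearson's r = 0.11, Spearman's rho = 0.011, genes not being independent replicates), and 49.3% had the same sign, so whether the series hid differences between genotypes is open, with 1 gene called when the series was a block. No biological explanation was tested, since nothing states what the series stand for.

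Other splits of the samples say nothing about the count of 0 genes called by limma (171 genes higher and 517 lower at an unadjusted p under 0.05, and 0 called by the methods' t-test), since 100 of 100 splits must give as many, and the highest of the other splits called 10. Chance could not be excluded for a second count. With the series as a block, the genotypes gave 1198 genes at an unadjusted p under 0.05, and 20 of 100 splits with 4 and 4 in each series gave as many, the highest of the others giving 3055, which points to a structure of the samples within the series.

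A sample far from the others of its genotype was found in 14 of 226 groups of samples tested, where chance alone gives about 1 in 20 groups, or 11.3. The *Rsk2-/Y* sample AZN_MolairesMutant3 was far from the other 7 samples in *Sostdc1* (10.5, the others 11.4 to 12.1), *Etv5* (7.89, the others 8.65 to 9.21), *Etv4* (6.82, the others 7.70 to 8.18), *Phex* (9.84, the others 7.82 to 8.30) and *Hprt* (8.92, the others 9.24 to 9.49). It was also far from them in the mean of the dental epithelium markers (9.39, the others 9.84 to 10.0), of the supernumerary tooth genes (8.79, the others 9.04 to 9.19) and of the FGF pathway (8.38, the others 8.54 to 8.64). The WT sample AZN_MolairesWT2 was far from the other 7 in the mean of the dental epithelium markers (9.53, the others 9.99 to 10.3). Among WT samples, AZN_MolairesWT1 was far from the others in *Egr1* (8.00, the others 8.77 to 9.41) and ABH_25A in *Ccna1* (6.01, the others 6.28 to 6.47). The *Rsk2-/Y* sample AZN_MolairesMutant was far from the others in *Pde4a* (7.04, the others 6.91 to 6.95) and *Eif2s3y* (8.29, the others 8.74 to 9.10). *Xist* was 7.41 in the *Rsk2-/Y* sample ABH_15A and 5.02 to 5.81 in the others, and the WT sample AZN_MolairesWT1 was at 6.68.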

How the results depend on the processing

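Of the alternatives below, 4 were chosen only after the results were seen: blocks that also join the unnumbered AZN samples, tissue means as covariates, leaving out ABH_14A with AZN_MolairesMutant3, and leaving out single samples within a series for the list means. No gene was called in the comparison of all samples, and with the series as a block 1 was lower (*Il17re*). In the ABH samples alone 1 was higher and 2 were lower, from 4 samples per genotype, and with leave-one-out 0 were higher and 0 to 3 lower, the 3 being *Cldn6*, *Grhl3* and *Tfap2a* without AZN_MolairesWT2, chosen after their values were seen. The cause was not tested. The other alternatives called none, the shared numbers as blocks among them (0 higher and 0 lower), and deviations of samples with a shared number correlated at -0.049 and 0.0091 across genes, and those of the unnumbered AZN samples at 0.60. The largest fold changes ranged from 1.64 to 2.33 up and from -2.24 to -1.63 down, and the smallest adjusted p of the principal components from 0.503 to 0.844. Of 2438 values of 79 named genes, 2436 stayed within 1 SD, none was past the threshold and 70, of 24 genes, had the opposite sign, while *Neurog3* moved to -0.25 in ABH and 0.024 in AZN. Calls of lists below are from camera with a preset correlation, and with an estimated correlation over all samples no list passed (smallest adjusted p = 0.359). Within a series, leaving out 1 sample turned the sign of the skeletal muscle mean difference in ABH (-0.014 without ABH_14A) and of that of enamel knot signalling in AZN (0.015 without AZN_MolairesWT and 0.0018 without AZN_MolairesMutant3), and of no other of the 4 lists. The number of lists past camera was 5, 4 or 5 under the other alternatives, and 3 to 7 with leave-one-out (3 without ABH_11A and without AZN_MolairesWT). Of 870 list values, 835 stayed on their side of the test, 21 no longer passed, 14 newly passed and none reversed. Dental epithelium (-0.26 to -0.13), skeletal muscle (0.16 to 0.64) and osteoblasts (0.099 to 0.38) passed in 29 of 29 alternatives with the preset correlation (adjusted p = 0.359 each with an estimated one over all samples), enamel knot signalling (-0.16 to -0.043) in 24 and the Table 8 genes (-0.00056 to 0.059) in 13. Single libraries decided the last pair, enamel knot signalling not passing without ABH_11A, AZN_MolairesWT or AZN_MolairesMutant3 (adjusted p = 0.242, 0.0700 and 0.177), and the Table 8 genes without ABH_11A, ABH_12A, ABH_13A, ABH_14A, AZN_MolairesWT, AZN_MolairesMutant1, AZN_MolairesMutant3 or AZN_MolairesMutant4 (0.0551 to 0.182). The WNT pathway passed without AZN_MolairesWT2, AZN_MolairesMutant, ABH_16A or ABH_26A (adjusted p = 0.00364, 0.0345, 0.0274 and 0.0257), and endothelial markers without AZN_MolairesWT1, AZN_MolairesMutant or ABH_26A (0.0258, 0.00109 and 0.0445). The paper's text genes passed without ABH_25A (0.0347) and at a mean signal above 6 (0.0273), dental mesenchyme without AZN_MolairesMutant3 (0.0465), and macrophage and neuron markers in the AZN samples alone (0.00739 and 0.0196). Without both ABH_14A and AZN_MolairesMutant3, the skeletal muscle median fell from 0.50 to 0.16 (adjusted p = 0.000557 with the preset correlation), dental mesenchyme (0.068, adjusted p = 0.00155) and macrophage markers (0.086, adjusted p = 0.0137) passed and enamel knot signalling did not (0.187). Other windows around *Rps6ka3* and for clusters of called genes were not run, since no gene was called. Signals near 5 lie close to the background, which limits what the genes with low signal can show.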

Differences from the paper's values

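No test in this part was chosen after the results were seen, and the alternatives named were set before the data were examined. All 19 genes of Tables 8 and 9 with a probe set of their own differed from the paper's fold changes, 8 of them in sign, and 11 were above 0. The paper's value for *Rdh1* is 2.04458 and the value here 1.10. The paper's fold changes are 1.82248 for *Dip2c* (1.01 here), 1.6761 for *1700001J11Rik* (1.02 here), 1.66441 for *Olfr319* (1.08 here), 1.64957 for *Myh1* (1.20 here) and 1.62775 for *Acaa1b* (-1.04 here). They are 1.62394 for *6430550D23Rik* (-1.02 here), 1.61691 for *Hmgb1* (-1.06 here), 1.58002 for *4930555K19Rik* (-1.01 here), 1.56689 for *Gm9968* (1.04 here) and 1.56543 for *Naip2* (1.09 here). Among the genes of Table 9 the paper's fold changes are 1.42143 for *Mdm2* (1.05 here), 1.39695 for *Neurog3* (-1.08 here), 1.38653 for *Dffa* (-1.002 here) and 1.38509 for *Bdkrb1* (1.10 here). They are 1.37103 for *Ofd1* (-1.05 here), 1.35236 for *Zfp759* (-1.13 here), 1.32394 for *Cflar* (1.03 here) and 1.23472 for *Aak1* (1.03 here). Of 469 values of the 17 genes tested under the alternatives, 1 came within 1 SD between samples of the paper's value on the log2 scale. It was *Myh1* in the AZN samples alone, at 1.39, and the others did not. The SD is that of the samples here, since the paper gives no error for its fold changes. The paper's P-values for the genes of both tables run from 4.24e-12 to 3.15e-06, and the unadjusted p here for the 17 genes tested ran from 0.0297 to 0.932 (limma).

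At the paper's thresholds, the paper's number of differentially expressed genes is 504 and the number here was 0, with 0 to 3 under the alternatives, none of which came near the paper's. The paper's lower end of the fold changes is -1.98, and *Sectm1b*, which the paper calls the most down-regulated gene, was at -1.46 here. It came within 1 SD between samples here of the paper's lower end in the ABH samples alone (-1.70), with array weights (-1.58) and without the WT sample AZN_MolairesWT2 (-1.58), and not under the other alternatives.

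The paper states that *Rdh1* was the most up-regulated gene, and here it ranked 537 from the highest of 17215 genes, with *Myh3* the highest over all 16 samples. *Sectm1b* ranked 8 from the lowest, with *Krt13* the lowest over all 16 samples. The paper states that principal components parted the samples by genotype, and here the genotypes overlapped on the first 3 components in all 4 ways of computing them (smallest adjusted p = 0.503 by exact permutation tests). *Eaf2*, stated to be down-regulated, had the same direction here (-0.085 on the log2 scale) and did not pass the test. The genes of cell cycle, cell growth and signalling pathways that the paper calls altered and that were analysed here did not pass the test, nor did any other gene analysed here that the paper names, under any alternative.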

Other observations

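Of the tests in this part, those on the genes of Tables 8 and 9 were chosen only after the results were seen.

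Several explanations were tested for the genes of Tables 8 and 9, which did not have the paper's fold changes in these values. An exchange of genotype labels is argued against, since for 13 of 19 genes the whole range over the 16 samples is below the paper's log2 fold change, so that no grouping of the samples gives it. A comparison of the series in place of the genotypes is also argued against, since 3 of 19 genes came within 0.2 of the paper's size on the log2 scale between the series. Another normalization or summary of the raw arrays by the authors cannot be told apart from the remaining explanations, since 0 of the 17 genes tested came within 1 SD of the paper's fold change after another normalization of these values and the raw arrays were not used here. No biological explanation was tested.

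Other lists did not pass camera over 30 lists. The dental mesenchyme markers had a median log2 fold change of -0.015 (21 genes, 8 above 0 and 13 below, adjusted p = 0.594, direction up), with *Tnc* at 0.15 and *Ptch1* at -0.14. The genes tested by qRT-PCR in the paper had a median of 0.032 (8 genes, adjusted p = 0.430), with *Sp3*, *Nlrc5* and *Pde4a* at 0.023, -0.018 and -0.031. For *Sp3* the 2 probe sets ranged from -0.16 to 0.023, and for *Nlrc5* the 17 from -0.066 to 0.043. The list of RSK and MSK genes had a median of 0.013, the value of the MSK gene *Rps6ka5* (3 genes, adjusted p = 0.594). The supernumerary tooth genes named in the paper had one of -0.037 (8 genes, adjusted p = 0.889), with *Sostdc1* at -0.18 and *Eda* at 0.054. *Sostdc1* was at -0.30 in the ABH samples and -0.064 in the AZN samples, and ran from -0.33 to 0.19 over 31 alternatives. It was lowest in the *Rsk2-/Y* sample AZN_MolairesMutant3, at 10.5. The ATF4 target genes had a median of 0.019 (18 genes, adjusted p = 0.430), with *Slc7a11* at 0.23 and *Shmt2* at -0.15. *Slc7a11* ran from 0.14 to 0.43 over 31 alternatives, and was highest in the *Rsk2-/Y* sample AZN_MolairesMutant, at 7.27. *Shmt2* was at -0.016 in the ABH samples and -0.28 in the AZN samples, and ran from -0.28 to 0.020 over 31 alternatives. The EDA and NF-kappaB pathway had a median of -0.033 (17 genes, adjusted p = 0.889), with *Edaradd* at -0.18 and *Tnfrsf19* at 0.16. Among osteoblast markers, *Phex* was at 0.61 and *Ibsp* at 0.51, and without AZN_MolairesMutant3 at 0.39 and 0.31, and *Wnt10a* of the enamel knot was below the WT mean in 8 of 8 *Rsk2-/Y* samples.

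The cartilage markers had a median of -0.033 (11 genes, adjusted p = 0.594), with *Acan* at -0.14 and *Hapln1* at 0.13. The erythroid markers had one of -0.053 (8 genes, adjusted p = 0.889, direction up), and medians of -0.24 in the ABH and 0.17 in the AZN samples. *Hemgn* was at -0.25, with -0.69 in ABH and 0.19 in AZN, and *Slc4a1* at -0.15, with -0.62 and 0.32. In ABH the WT sample ABH_13A was highest in both genes, at 7.49 and 10.1. In AZN the *Rsk2-/Y* sample AZN_MolairesMutant4 was highest in both, at 7.74 and 10.2. The endothelial markers were at -0.075 (12 genes, adjusted p = 0.168), with *Sox17* at -0.19 and *Cldn5* at -0.14. *Cldn5* ran from -0.23 to -0.057 over 31 alternatives, and was highest in the *Rsk2-/Y* sample AZN_MolairesMutant, at 9.28. The macrophage markers were at 0.031 (13 genes, adjusted p = 0.430), with *C1qc* at -0.16 and *Ptprc* at 0.14, and the neuron markers at -0.076 (11 genes, adjusted p = 0.430), with *Nefl* at -0.26 and *Elavl3* at -0.17. The Schwann and glial markers were at -0.046 (5 genes, adjusted p = 0.855), with *Erbb3* at -0.20 and *Gfra3* at -0.10. The sex-linked genes were at 0.029 (4 genes, adjusted p = 0.594), with *Ddx3y* not analysed here, and the housekeeping genes at -0.0010 with a mean of 0.0027 (5 genes, adjusted p = 0.762), with *Hprt* at 0.055 and *Tbp* at -0.038. Where the median is below 0 and the direction is up, camera compared the list with all other genes.

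The dissection stress genes had a median of -0.030 (13 genes, adjusted p = 0.594), with *Hspa1a* at -0.27 (standard error 0.064, adjusted p = 0.659 from limma), below the WT mean in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.000777, adjusted p = 0.0614 over 79 named genes). With exchanges of labels within the series only, 10 of 79 named genes had an exact permutation adjusted p under 0.05, where none had over all arrangements: *Sectm1b*, *Krt15*, *Cdh1*, *Egr1*, *Etv5*, *Dhrs3*, *Ccnd1*, *Phex* (0.0403), *Tnfrsf19* (0.0451) and *Hspa1a* (0.0215). All but *Sectm1b* were named because they had the largest changes of their lists in these samples, so this is not independent evidence. *Hspa1a* was lower (adjusted p = 0.00727) and *Egr1* higher (adjusted p = 0.0272) when adjusted over the list alone. By fry, no list moved one way past the threshold (smallest adjusted p = 0.440). The genes that the paper names in its text had a mean per sample below that of WT in 8 of 8 *Rsk2-/Y* samples (exact permutation p = 0.00171, adjusted p = 0.0513 over 30 lists), which is not independent evidence because the study chose them on these samples. The paper reports *Hmgb1*, *Mdm2* and *Bdkrb1* of this list as up-regulated and *Sectm1b* and *Eaf2* as down-regulated. A lower list mean therefore does not bear on the directions in the paper. The mean log2 fold change of the list was -0.096, and *Sectm1b* had the largest change, -0.55.

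Of 84 genes within 10 Mb of *Rps6ka3* in the RefSeq table of GRCm38.p6, 0 were called by limma and 5 had an unadjusted p under 0.05, the smallest being that of *Phex* (unadjusted p = 0.0121 from limma), with 37 above 0 and 47 below 0 (median -0.0098, camera, p = 0.164, and 0.451 with an estimated correlation). Over single probe sets, 1 of those of *Trdn*, a gene of skeletal muscle, had the highest fold change, 2.01. Between the series, the lowest log2 values of AZN against ABH were those of *Mir205* (-1.63), *Uprt* (-1.32) and *Vps33b* (-1.31), and the highest those of *Dpt* (1.49), *Rny1* (1.48) and *Snora3* (1.40). Skeletal muscle markers were higher in AZN (camera, adjusted p = 0.00450, and adjusted p = 0.838 with an estimated correlation). These genes were chosen after their values were seen.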
